# The *Drosophila* HNF4 nuclear receptor promotes glucose-stimulated insulin secretion and mitochondrial function in adults

**DOI:** 10.7554/eLife.11183

**Published:** 2016-05-17

**Authors:** William E Barry, Carl S Thummel

**Keywords:** metabolism, insulin secretion, mitochondria, transcription, nuclear receptors, gene regulation, *D. melanogaster*

## Abstract

Although mutations in *HNF4A* were identified as the cause of Maturity Onset Diabetes of the Young 1 (MODY1) two decades ago, the mechanisms by which this nuclear receptor regulates glucose homeostasis remain unclear. Here we report that loss of *Drosophila HNF4* recapitulates hallmark symptoms of MODY1, including adult-onset hyperglycemia, glucose intolerance and impaired glucose-stimulated insulin secretion (GSIS). These defects are linked to a role for dHNF4 in promoting mitochondrial function as well as the expression of *Hex-C*, a homolog of the MODY2 gene *Glucokinase. dHNF4* is required in the fat body and insulin-producing cells to maintain glucose homeostasis by supporting a developmental switch toward oxidative phosphorylation and GSIS at the transition to adulthood. These findings establish an animal model for MODY1 and define a developmental reprogramming of metabolism to support the energetic needs of the mature animal.

**DOI:** http://dx.doi.org/10.7554/eLife.11183.001

## eLife digest

Diabetes is a complex disease that is caused by a combination of factors, including the person’s habits and environment, as well as their genetic make-up. However, there are some rare forms of diabetes that are caused simply by mutations in single genes and are directly inherited. For example, it has been known for twenty years that a type of diabetes called “Maturity Onset Diabetes of the Young type 1” (or MODY1 for short) occurs when a gene called *HNF4* is mutated or deleted. The symptoms of MODY1 usually appear during early adulthood and include abnormally high levels of sugar in the blood, as well as the pancreas not being able to release the hormone insulin properly in response to these sugars.

Previous studies in mice have tried to understand how losing the HNF4 gene leads to MODY1. However, these mouse models did not fully recreate the symptoms of this disorder and the precise role of HNF4 in preventing diabetes remains unclear. Barry and Thummel have now used the fruit fly, because it is a model organism with simple genetics, to help shed light on this question. Furthermore, flies and mammals use many of the same pathways to control metabolism, making the fly a good model for the disease in humans.

Barry and Thummel deleted the *HNF4* gene in fruit flies and observed that the flies had all the symptoms that are typical in people with MODY1. These symptoms included high sugar levels and decreased production of insulin-like hormones. The experiments also showed that *HNF4* normally supports the proper expression of another gene called *Hex-C*; this gene encodes a protein that senses how much sugar is available and helps to keep the amount of sugar circulating the body within normal levels. Barry and Thummel went on to discover that the *HNF4* gene is required for the expression of some genes in structures called mitochondria, which provide most of the energy used by animal cells. Lastly, the *HNF4* gene became more active as the flies matured, and appeared to help the metabolism of a developing fruit fly transition towards that of an adult.

Together these findings show that *HNF4* protects against MODY1 by influencing several components of sugar metabolism in fruit flies. In the future, more studies are needed to understand how exactly *HNF4* acts in mitochondria and to explore if similar results are seen in mammals.

**DOI:** http://dx.doi.org/10.7554/eLife.11183.002

## Introduction

The global rise in the prevalence of diabetes has prompted increased efforts to advance our understanding of metabolic systems and how they become disrupted in the diseased state. Although genetics and environment have a significant impact on diabetes susceptibility, severity, and care, the causal factors are often complex and unclear. Several cases of familial diabetes have been identified, however, that show clear patterns of heritability due to monogenic disease alleles, highlighting these genes as critical factors for glycemic control. To date, mutations in 13 genes have been shown to cause autosomal dominant inheritance of Maturity Onset Diabetes of the Young (MODY1-13), representing the most common forms of monogenic diabetes. MODY patients typically present with hyperglycemia and impaired glucose-stimulated insulin secretion (GSIS) by young adulthood, while having normal body weight and lacking β-cell autoimmunity (Fajans and Bell, 2011). Consistent with this, several genes associated with MODY have well-characterized functions in glucose homeostasis, including the glycolytic enzyme *Glucokinase* (GCK/MODY2), and *Insulin* (INS/MODY10). Mechanistic insight into the anti-diabetic roles of other MODY genes, however, remains limited.

The genetic basis for the first MODY subtype was reported two decades ago, identifying loss-of-function mutations in *Hepatocyte Nuclear Factor 4A* (*HNF4A*) as responsible for MODY1 (Yamagata et al., 1996). HNF4A is a member of the nuclear receptor superfamily of ligand-regulated transcription factors, which play important roles in the regulation of growth, development, and metabolic homeostasis. Studies in mice demonstrated a critical requirement for *Hnf4A* in early development, with null mutants dying during embryogenesis due to defects in gastrulation (Chen et al., 1994). Heterozygotes, however, show no apparent phenotypes. As a result, tissue-specific genetic studies were used to investigate the functions of *Hnf4A* in key tissues where it is expressed, including the liver, kidney, intestine, and pancreatic β-cells. Two groups generated adult mice deficient for *Hnf4A* in β-cells with the goal of modeling MODY1 (Gupta et al., 2005; Miura et al., 2006). Although both studies reported impaired glucose tolerance in *Hnf4A* deficient mice, along with defects in GSIS, neither study observed sustained hypoinsulinemic hyperglycemia – the defining symptom that brings MODY1 patients to the clinic. As a result, we still have a limited understanding of the mechanisms by which *Hnf4A* maintains carbohydrate homeostasis and the molecular basis for MODY1.

Studies in *Drosophila* have revealed a high degree of conservation with major pathways that regulate cellular metabolism and systemic physiology in humans (Diop and Bodmer, 2015; Owusu-Ansah and Perrimon, 2014; Padmanabha and Baker, 2014; Teleman et al., 2012). This includes a central role for the insulin-signaling pathway in maintaining proper levels of circulating sugars through nutrient-responsive secretion of *Drosophila* insulin-like peptides (DILPs) from neuroendocrine cells in the fly brain (Nassel et al., 2015). Destruction of these insulin-producing cells (IPCs) results in elevated levels of circulating sugars, analogous to type 1 diabetes (Rulifson et al., 2002). In addition, nutrient-sensing mechanisms for insulin release are conserved in adult *Drosophila*, including roles for the Glut1 glucose transporter, mitochondrial metabolism, and ATP-sensitive potassium channels in the IPCs, which respond to the anti-diabetic sulfonylurea drug glibenclamide (Fridell et al., 2009; Kreneisz et al., 2010; Park et al., 2014). Consistent with these similarities, an increasing number of studies in *Drosophila* have proven relevant to mammalian insulin signaling and metabolic homeostasis, highlighting the potential to provide insight into human metabolic disorders such as diabetes (Alfa et al., 2015; Owusu-Ansah and Perrimon, 2014; Park et al., 2014; Ugrankar et al., 2015; Xu et al., 2012).

Here we describe our functional studies of *Drosophila* HNF4 (dHNF4) with the goal of defining its roles in maintaining carbohydrate homeostasis. dHNF4 is a close ortholog of human HNF4A, with 89% amino acid identity in the DNA-binding domain and 61% identity in the ligand-binding domain. The spatial expression patterns of the fly and mammalian receptors are also conserved through evolution, raising the possibility that they share regulatory activities (Palanker et al., 2009). In support of this, our previous studies of *dHNF4* mutant larvae demonstrated a critical role in fatty acid catabolism, leading to defects in lipid homeostasis that are similar to those caused by liver-specific *HNF4A* deficiency in mammals (Palanker et al., 2009). Here we report the first functional study of *dHNF4* mutants at the adult stage of development. Our studies show that adult *dHNF4* mutants display the hallmark symptoms of MODY1, including hyperglycemia, glucose intolerance and impaired GSIS. Metabolomic analysis of *dHNF4* mutants revealed coordinated changes in metabolites that are indicative of diabetes, along with an unexpected effect on mitochondrial activity. This was further evident in our RNA-seq and ChIP-seq studies, which indicate that *dHNF4* is required for the proper transcription of both nuclear and mitochondrial genes involved in oxidative phosphorylation (OXPHOS). A homolog of mammalian *GCK, Hex-C*, is also under-expressed in mutants. *dHNF4* appears to act through these pathways to promote GSIS in the IPCs and glucose clearance by the fat body. In addition, we show that *dHNF4* expression increases dramatically at the onset of adulthood, along with its downstream transcriptional programs. These studies suggest that *dHNF4* triggers a developmental transition that establishes the metabolic state of the adult fly, promoting GSIS and OXPHOS to support the energetic needs of the mature animal.

## Results

### *dHNF4* mutants are sugar intolerant and display hallmarks of diabetes

All genetic studies used a transheterozygous combination of *dHNF4* null alleles (*dHNF4^Δ17^/dHNF4^Δ33^*) and genetically-matched controls that were transheterozygous for precise excisions of the EP2449 and KG08976 P-elements, as described previously (Palanker et al., 2009). Consistent with this earlier study, *dHNF4* null mutants die as young adults, with most mutants failing to emerge properly from the pupal case when raised under standard lab conditions (Figure 1A) (Palanker et al., 2009). While testing for potential dietary effects on *dHNF4* mutant viability, we discovered that sugar levels have a dramatic influence on their survival. When reared on either standard cornmeal food or a medium containing 15% sugar (2:1 glucose to sucrose, 8% yeast), less than 30% of mutant animals survive though eclosion, and the rest die primarily during the first day of adulthood (Figure 1A,B). In contrast, a five-fold reduction in dietary sugar content is sufficient to rescue most *dHNF4* mutants through eclosion and allow them to survive as adults for several weeks (Figure 1B,C). Sugar intolerance persists through adulthood, indicating that *dHNF4* plays a critical role in carbohydrate metabolism at this stage (Figure 1C). Notably, this dietary response is specific to alterations in carbohydrate levels, as calorically matched changes in dietary protein did not affect mutant viability (Figure 1—figure supplement 1).

**Figure 1.**
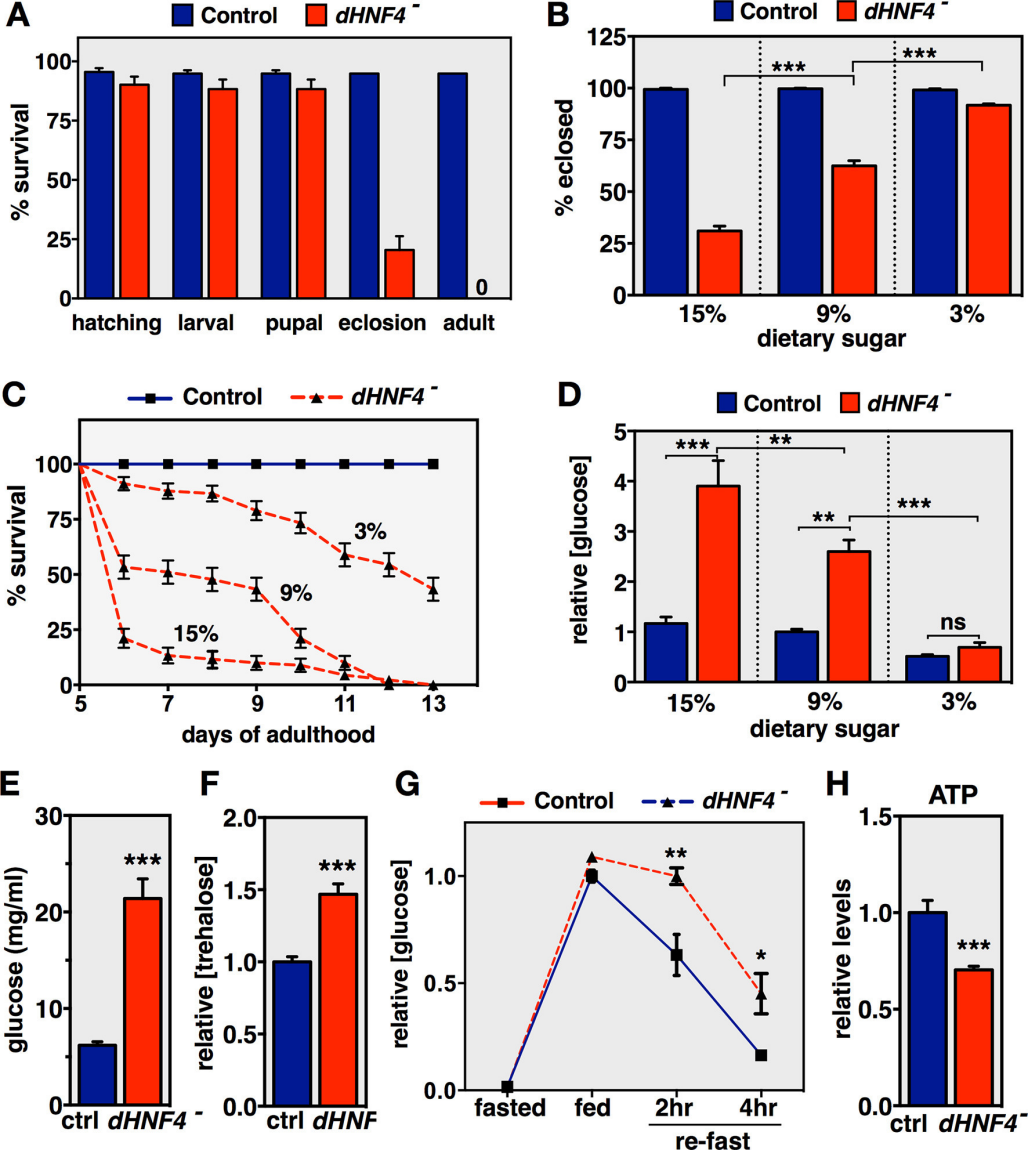
*dHNF4* mutants are sugar intolerant and display hallmarks of diabetes. (**A**) Percent survival of genetically-matched controls and *dHNF4* mutants at each stage of development when raised on standard media. Adult viability represents survival past the first day of adulthood. (**B**) Percent of control and *dHNF4* mutants that successfully eclose when reared on the 15%, 9%, or 3% sugar diet. (**C**) Controls and *dHNF4* mutants were reared on the 3% sugar diet until 5 days of adulthood, transferred to the indicated diet, and scored for survival. (**D**) Free glucose levels measured from whole animal lysates of controls and *dHNF4* mutants raised on the 3% sugar diet and transferred to the indicated diet for three days. (**E**) Circulating free glucose levels were measured from hemolymph extracted from control and *dHNF4* mutant adults raised on the 3% sugar diet and transferred to the 15% sugar diet for 1 day prior to analysis. (**F**) Trehalose levels measured from whole animal lysates of controls and *dHNF4* mutants raised on the 3% sugar diet and transferred to the 15% sugar diet for three days. (**G**) Oral-glucose tolerance test performed on adults raised on the 3% sugar diet, fasted overnight, fed on 15% glucose media for 1 hr, and then re-fasted for either 2 or 4 hr. Data represents relative free glucose levels from whole animal homogenates. (**H**) Relative ATP levels in control and *dHNF4* mutant adults raised on the 3% sugar diet and transferred to sugar-only medium (10% sucrose) for 1 day prior to analysis. Data is plotted as the mean ± SEM. ***p≤0.001, **p≤0.01, *p≤0.05. **DOI:** http://dx.doi.org/10.7554/eLife.11183.003

**Figure 1—figure supplement 1.**
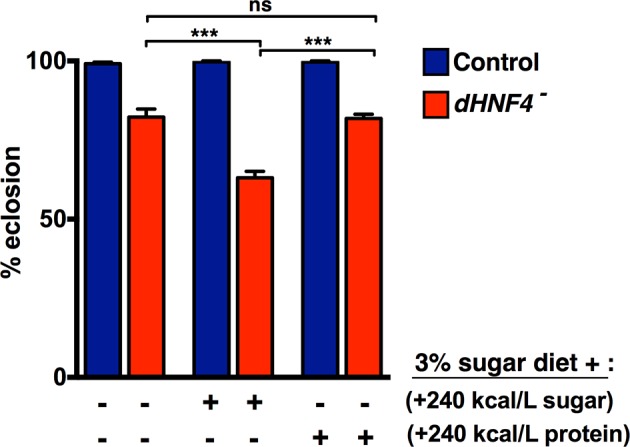
Dietary sugar, but not protein, correlates with reduced *dHNF4* mutant survival. Newly hatched first instar larvae were placed in vials (~60 larvae per vial) containing either the 3% sugar diet, the 3% sugar diet + 240 kcal/L extra sugar (2:1 glucose to sucrose, 9% final concentration), or the 3% sugar diet + 240 kcal/L of additional protein (peptone). All diets contained 8% yeast, 1% agar, 0.05% MgSO_4_, and 0.05% CaCl_2,_, as described in Materials and methods. Animals were reared at 25˚C and successful eclosion was scored as complete emergence from the pupal case. Data is plotted as the mean ± SEM. ***p≤0.001. **DOI:** http://dx.doi.org/10.7554/eLife.11183.004

**Figure 1—figure supplement 2.**
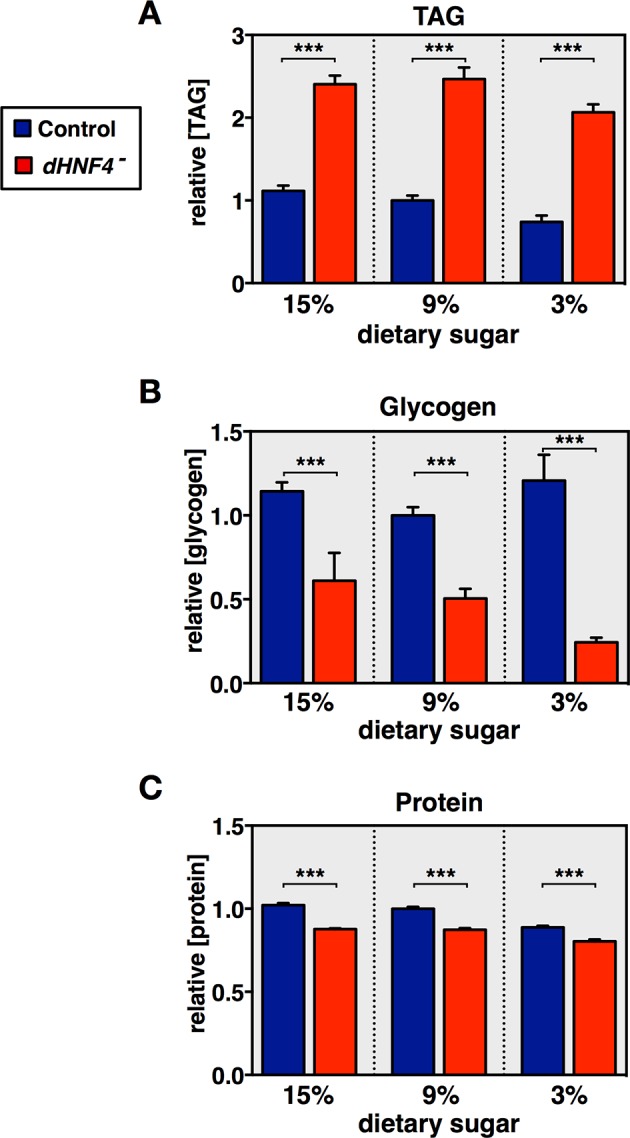
Profiling of major metabolites in *dHNF4* mutant adults fed different levels of dietary sugar. Controls and *dHNF4* mutants were raised to adulthood on the 3% sugar diet under density-controlled conditions. Five days after eclosion, mature adult males were transferred to the 3%, 9%, or 15% sugar diets for three days prior to analysis. Whole-animal lysates were analyzed for concentrations of total triacylglycerol (TAG) (**A**), glycogen (**B**), or protein (**C**). All data was normalized to the level in controls on the 9% sugar diet. Data represents six biological replicates each with five animals, and results were consistent between at least three independent experiments. Data is plotted as the mean ± SEM. ***p≤0.001, **p≤0.01, *p≤0.05 Student’s *t*-test. **DOI:** http://dx.doi.org/10.7554/eLife.11183.005

To examine the effects of sugar consumption on the metabolic state of *dHNF4* mutants, major metabolites were measured in adult males raised on the low 3% sugar diet and transferred to the 3%, 9% or 15% sugar diet for three days. Although *dHNF4* mutants display elevated levels of triglycerides, similar to our observations in mutant larvae, these levels are not affected by the different sugar diets (Figure 1—figure supplement 2A). Similarly, while *dHNF4* mutants have reduced glycogen stores and a modest decrease in total protein, the severity of these phenotypes does not correlate with the improved viability due to decreasing dietary sugar (Figure 1—figure supplement 2B,C). In contrast, the abundance of free glucose is greatly elevated in *dHNF4* mutants on the 15% sugar diet, but is progressively reduced in mutants exposed to decreasing amounts of dietary sugar, similar to the response of diabetics to a low carbohydrate diet (Figure 1D). As expected, the accumulation of free glucose in *dHNF4* mutants represents increased levels in circulation and is accompanied by elevated levels of the glucose disaccharide trehalose (Figure 1E,F). Taken together, these results demonstrate that *Drosophila* HNF4 is required for proper glycemic control.

To assess whether the hyperglycemia in *dHNF4* mutants arises due to impaired glucose clearance, adult flies were subjected to an oral glucose tolerance test. Control and mutant animals were reared on the low sugar diet, fasted overnight, transferred to a glucose diet for one hour, and then re-fasted for 2 or 4 hr. Although *dHNF4* mutants display a normal postprandial spike in free glucose levels after feeding, glucose clearance is significantly impaired in mutant animals at both 2 and 4 hr, indicating glucose intolerance (Figure 1G). Taken together, these data demonstrate that *dHNF4* mutant adults display hallmarks of diabetes and may provide an animal model of MODY1.

### *dHNF4* mutants display defects in glycolysis and mitochondrial metabolism

Small-molecule gas chromatography/mass spectrometry (GC/MS) metabolomic analysis was used to further characterize the metabolic state of *dHNF4* mutants fed a 3% or 15% sugar diet (Figure 2). This study confirmed and extended our observations of their diabetic phenotype and revealed underlying defects in glucose homeostasis that are independent of dietary sugar content. Consistent with hyperglycemia, *dHNF4* mutants accumulate glycolytic metabolites on both diets. These include elevated glucose-6-phosphate, dihydroxyacetone phosphate (DHAP), and serine, which is produced from 3-phosphoglycerate, although the increased DHAP was only observed on the 15% sugar diet (Figure 2). Several other glucose-derived metabolites are aberrantly increased in *dHNF4* mutants, including sorbitol and fructose, which are intermediates in the polyol pathway (Figure 2 and Figure 2—figure supplement 1). This pathway provides an alternate route for cellular glucose uptake under conditions of sustained hyperglycemia. As a result, these metabolites can accumulate to high levels in diabetics and correlate with neuropathy and nephropathy (Gabbay, 1975). *dHNF4* mutants also display increased levels of inosine, adenine, xanthine, hypoxanthine, and uric acid, which are purine metabolites that are associated with increased diabetes risk and diabetic nephropathy (Figure 2) (Johnson et al., 2013). Taken together, these findings reveal additional similarities between the *dHNF4* mutant phenotype and the metabolic complications of diabetes in humans. Finally, in addition to elevated carbohydrates, we observed increased levels of pyruvate and lactate accompanied by decreased levels of ATP, suggesting a potential defect in mitochondrial respiration (Figure 1H, 2).

**Figure 2.**
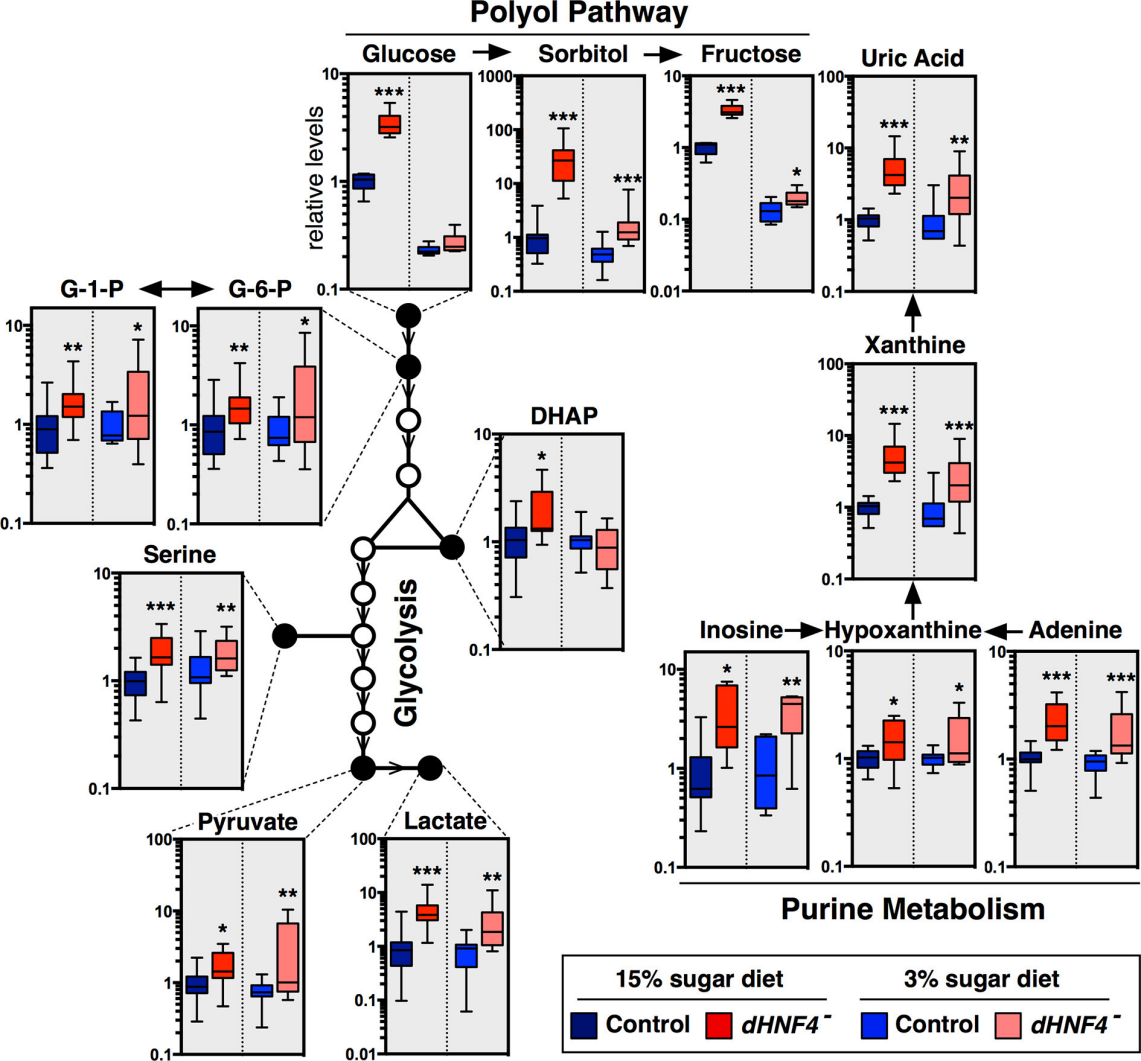
*dHNF4* mutants display defects in glycolysis and mitochondrial metabolism. GC/MS metabolomic profiling of controls and *dHNF4* mutants raised to adulthood on the 3% sugar diet, transferred to the indicated diet for 3 days, and subjected to analysis. Data were obtained from three independent experiments consisting of 5–6 biological replicates per condition and values were normalized to control levels on the 15% sugar diet. Box plots are presented on a log scale, with the box representing the lower and upper quartiles, the horizontal line representing the median, and the error bars representing the minimum and maximum data points. ***p≤0.001, **p≤0.01, *p≤0.05. **DOI:** http://dx.doi.org/10.7554/eLife.11183.006

**Figure 2—figure supplement 1.**
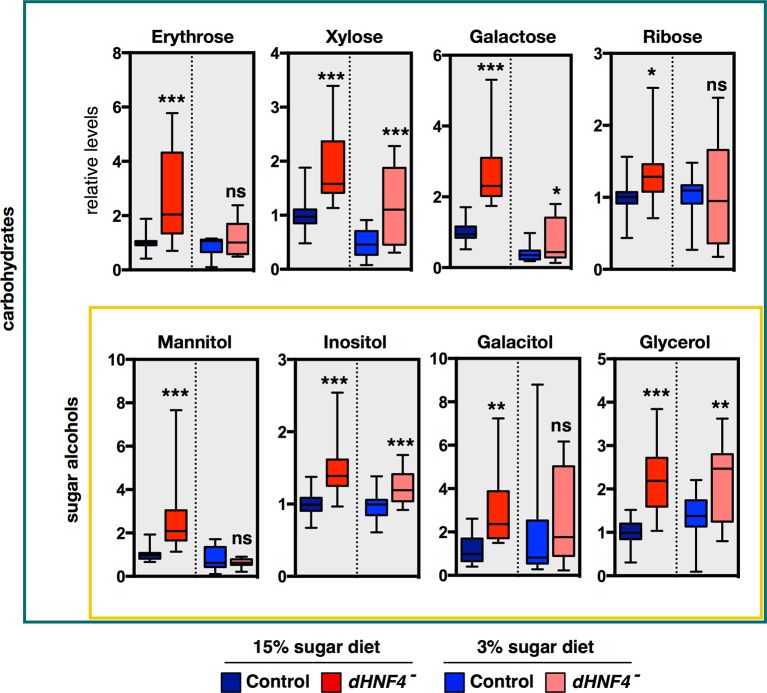
*dHNF4* mutants show broad defects in carbohydrate homeostasis. GC/MS metabolomic profiling reveals that a range of sugars and sugar alcohols are increased in *dHNF4* mutants compared to genetically matched controls, indicating that *dHNF4* is required for proper carbohydrate metabolism. Animals were raised to adulthood on the 3% sugar diet prior to being transferred to the indicated diet for 3 days. Data was obtained from three independent experiments consisting of five to six biological replicates per condition and values were normalized to control levels on the 15% sugar diet. Data are graphically represented as a box plot, with the box representing the lower and upper quartiles, the horizontal line representing the median, and the error bars denoting the minimum and maximum data points. ***p≤0.001, **p≤ 0.01, *p≤0.05. **DOI:** http://dx.doi.org/10.7554/eLife.11183.007

To further assess mitochondrial metabolism, *dHNF4* mutant adults were maintained on 10% sucrose medium for three days and analyzed for TCA cycle intermediates using GC/MS metabolomics. This approach was aimed at restricting the ability of dietary amino acids to replenish TCA cycle intermediates by anapleurosis to provide more robust detection of underlying defects in this pathway. Interestingly, *dHNF4* mutants display specific alterations in these metabolites, with increased abundance of citrate, aconitate, isocitrate, fumarate and malate, along with decreased levels of alpha-ketoglutarate and succinate, suggesting a specific block in TCA cycle progression (Figure 3—figure supplement 1). Taken together, these metabolite changes suggest that mitochondrial function is impaired in *dHNF4* mutants, providing a possible primary cause for their glucose intolerance.

### dHNF4 regulates nuclear and mitochondrial gene expression

As a first step toward identifying transcriptional targets of dHNF4 that mediate its effects on glucose homeostasis, we performed RNA-seq profiling in control and mutant adults. A total of 1370 genes are differentially expressed in *dHNF4* mutants (≥1.5-fold change, 1% FDR), with just over half of these genes showing reduced abundance (726 down, 644 up) (Supplementary file 1). Gene ontology analysis revealed that the majority of the down-regulated genes correspond to metabolic functions, with the most significant category corresponding to oxidoreductases (Supplementary file 2). In contrast, the up-regulated genes largely correspond to the innate immune response, reflecting a possible inflammatory response in *dHNF4* mutants (Supplementary file 2). Interestingly, most of the transcripts encoded by the mitochondrial genome (mtDNA) are expressed at greatly reduced levels in mutant animals (Supplementary file 1). In *Drosophila*, as in humans, the mitochondrial genome contains 13 protein-coding genes, all of which encode critical components of the electron transport chain (ETC) that contribute to oxidative phosphorylation (OXPHOS). Further analysis of these transcripts by northern blot hybridization confirmed their reduced expression in *dHNF4* mutants, corresponding to mtDNA genes involved in Complex I (*mt:ND1, mt:ND2, mt:ND4, mt:ND5*), Complex IV (*mt:Cox1, mt:Cox2, mt:Cox3*) and Complex V/ATP synthase (*mt:ATPase6, mt:ATPase8*), along with reduced levels of the mitochondrial large ribosomal RNA (*mt:lrRNA*) (Figure 3A, Supplementary file 1). Importantly, not all mtDNA genes are misregulated, as the expression of *mt:Cyt-b* is consistently unaltered in mutants (Figure 3A). In addition, the copy number of mtDNA is unaffected in *dHNF4* mutants, suggesting that mitochondrial abundance is normal in these animals (Figure 3—figure supplement 2A).

**Figure 3.**
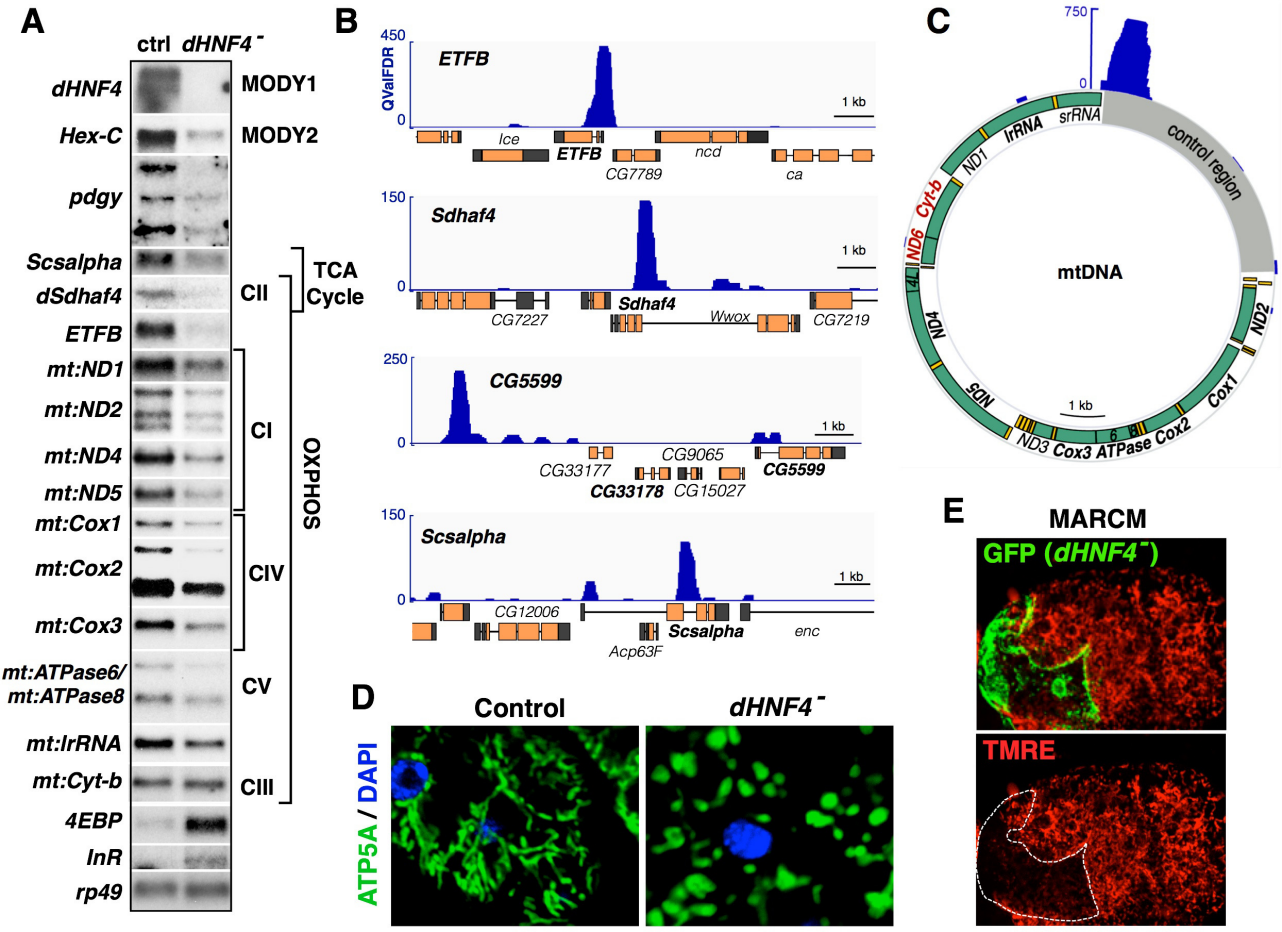
dHNF4 regulates nuclear and mitochondrial gene expression. (**A**) Validation of RNA-seq data by northern blot using total RNA extracted from control and *dHNF4* mutant adults. Affected transcripts include those involved in glucose homeostasis (*Hex-C, pdgy*), the electron transport chain (*Sdhaf4, mt:ND1, mt:ND2, mt:ND4, mt:ND5, mt:CoxI, mt:Cox2, mt:Cox3, mt:ATPase6/8, mt:Cyt-b* and *mt:lrRNA*), the TCA cycle (*Scsalpha, dSdhaf4*), and insulin signaling (*4EBP, InR). rp49* is included as a control for loading and transfer. Mitochondrial-encoded transcripts are indicated by the prefix '*mt'*. Depicted results were consistent across multiple experiments. (**B–C**) ChIP-seq analysis performed on adult flies for endogenous dHNF4 genomic binding shows direct association with both nuclear (**B**) and mitochondrial-encoded (**C**) genes involved in OXPHOS. Data tracks display *q* value FDR (QValFDR) significance values (*y*-axis) compared to input control, where QValFDR 50 corresponds to *P*=10^–5^ and 100 corresponds to *P=*10^–10^. Gene names in bold represent those expressed at reduced levels in *dHNF4* mutants by RNA-seq and/or northern blot analysis. Gene names in red (*ND6, Cyt-B*) denote the mtDNA-encoded transcriptional unit confirmed to show no change in *dHNF4* mutants. (**D**) Whole-mount immunostaining of adult fat body tissue for ATP5A (green) to detect mitochondria and DAPI (blue) to mark nuclei, showing fragmented mitochondrial morphology in *dHNF4* mutants. (E) Analysis of *dHNF4* mutant MARCM clones (GFP+) shows reduced mitochondrial membrane potential by TMRE staining of live fat body tissue from adult flies maintained on the 15% sugar diet. **DOI:** http://dx.doi.org/10.7554/eLife.11183.008

**Figure 3—figure supplement 1.**
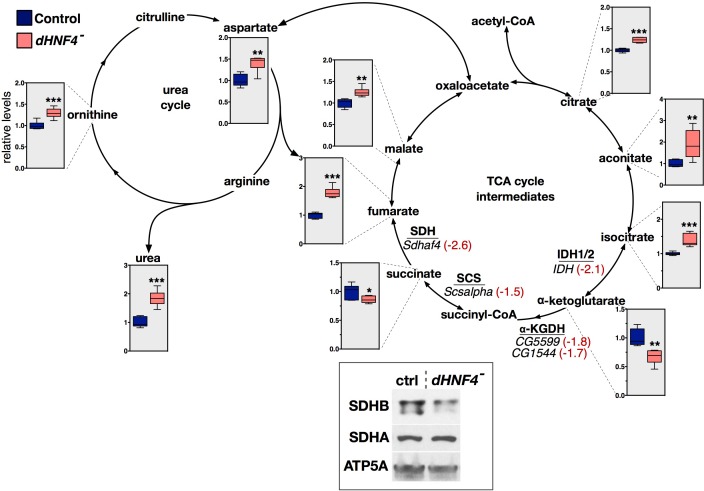
*dHNF4* mutants display changes in TCA cycle intermediates that correlate with changes in gene expression. GC/MS metabolomic profiling of adult flies fed a sugar only diet (10% sucrose + 1% agar) reveals defective TCA cycle metabolism in *dHNF4* mutants. Intermediates of the TCA cycle are presented along with genes that are underexpressed in *dHNF4* mutants (in italics). The mRNA abundance for each gene in *dHNF4* mutants is indicated (red text) relative to matched controls from RNA-seq data. These genes are predicted to affect enzymatic complexes for isocitrate dehydrogenase (IDH1/2), alpha-ketoglutarate dehydrogenase (α-KGDH), succinyl-CoA synthetase (SCS), or succinate dehydrogenase (SDH). Consistent with impaired IDH and SCS activity, levels of alpha-ketoglutarate and succinate are reduced, while upstream citrate, aconitate, and isocitrate accumulate. The modest effect on succinate abundance is possibly due to a combined effect of impaired succinate production balanced by decreased succinate oxidation resulting from impaired SDH activity. In addition, intermediates of the urea cycle are broadly accumulated in *dHNF4* mutants including fumarate, which lies at the interface of these two pathways. This may contribute to the elevated levels of fumarate and downstream malate independent of impaired SDH activity. Metabolites lacking graphical data were not detected or could not be measured by GC/MS. Animals were reared on the 3% sugar diet until 5 days of adulthood and then transferred to medium containing 10% sucrose with 1% agar (sugar only) for 3 days prior to analysis. Data represents six biological replicates consisting of 20 males per replicate. ***p≤0.001, **p≤0.01, *p≤0.05. Inset - western blot analysis of whole animal lysates revealed reduced levels of SDHB protein, but no effect on SDHA, in *dHNF4* mutants. ATP5A was detected as a control for loading and transfer. **DOI:** http://dx.doi.org/10.7554/eLife.11183.009

**Figure 3—figure supplement 2.**
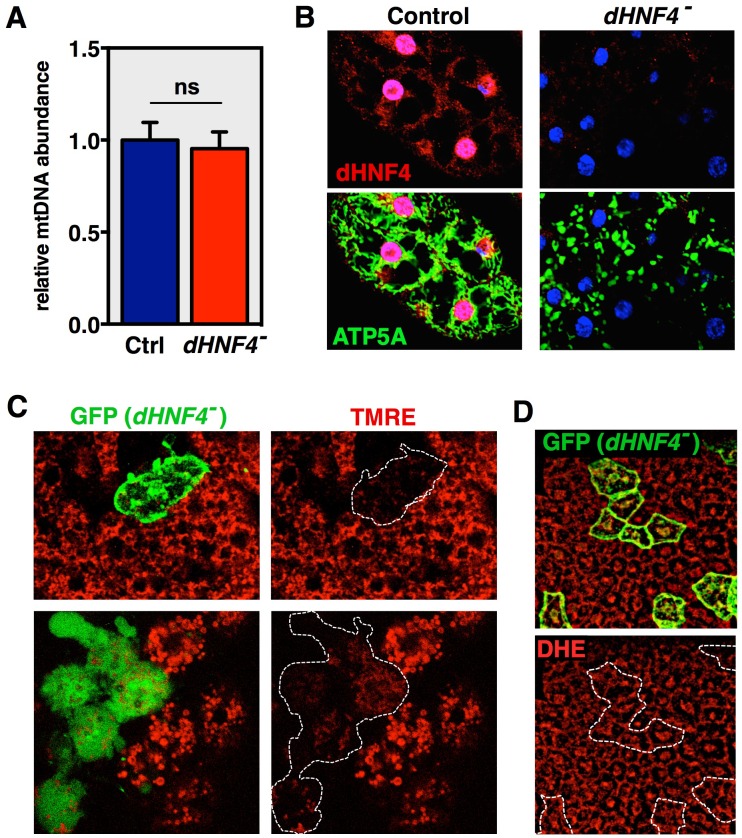
*dHNF4* mutants display mitochondrial defects. (**A**) mtDNA abundance relative to nuclear DNA quantified by qPCR in control and *dHNF4* mutant adult males on the 15% sugar diet. (B) Adult fat body tissue from control or *dHNF4* mutants immunostained for ATP5A (green) to detect mitochondria, dHNF4 protein (red), and DAPI (blue) to mark nuclei. (**C**) Analysis of *dHNF4* mutant MARCM clones (GFP+) shows reduced mitochondrial membrane potential by TMRE staining of live fat body tissue from adult flies maintained on the 15% sugar diet. (**D**) MARCM clonal analysis of adult *dHNF4* mutant fat body cells (GFP+) for reactive oxygen species (ROS) by DHE staining shows no detectable difference in ROS levels in mutant cells. **DOI:** http://dx.doi.org/10.7554/eLife.11183.010

**Figure 3—figure supplement 3.**
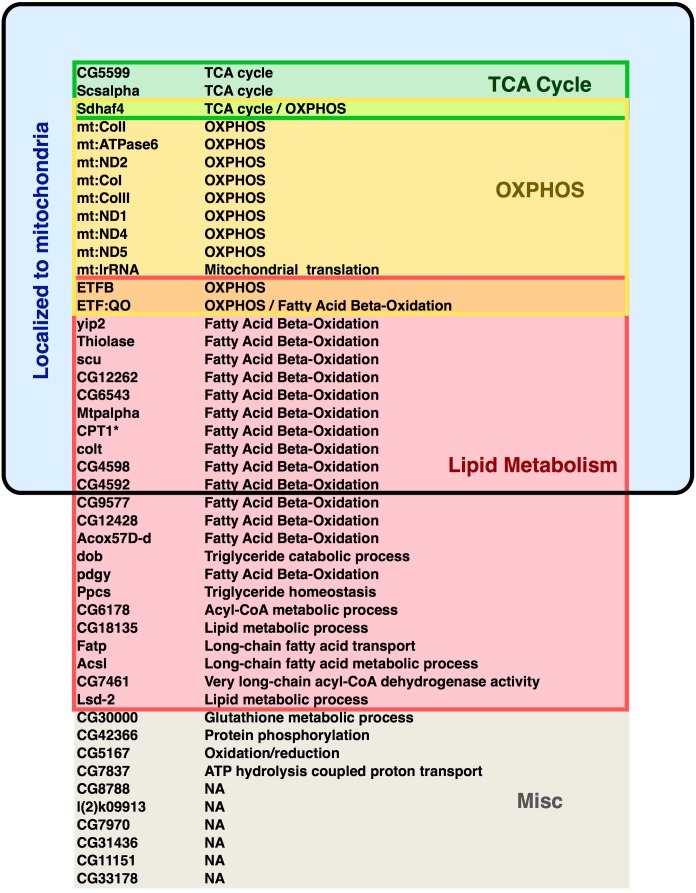
Predicted functions of dHNF4 target genes. Forty-seven genes identified as high confidence targets for direct regulation by dHNF4 are depicted. These genes fit the criteria of showing proximal dHNF4 binding along with reduced transcript abundance in mutant animals as determined by RNA-seq (≥1.5 fold change, 1% FDR) (Supplementary Tables 1,3). **DOI:** http://dx.doi.org/10.7554/eLife.11183.011

Several nuclear-encoded OXPHOS genes also require *dHNF4* for their maximal expression, including genes that encode the alpha and beta subunits of the electron transfer flavoprotein (*ETFA* and *ETFB)*, ETF-ubiquinone oxidoreductase (*ETF-QO*), and the Complex II (succinate dehydrogenase, SDH) assembly factor *dSdhaf4* (Figure 3A, Supplementary file 1). Similar to flies lacking *dSdhaf4, dHNF4* mutants display reduced steady-state levels of SDH complex as assayed by western blot (Figure 3—figure supplement 1) (Van Vranken et al., 2014). These observations are thus consistent with impaired mitochondrial SDH function, and suggest that *dSdhaf4* is a critical functional target of dHNF4. Additional genes involved in the TCA cycle are misexpressed in *dHNF4* mutants, including *Succinyl-CoA synthetase alpha (Scsalpha), CG5599* (which encodes a protein with homology to the E2 subunit of the α-ketoglutarate dehydrogenase complex (α-KGDHC) as well as the E2 subunit of the branched-chain alpha-ketoacid dehydrogenase complex), *CG1544* (which encodes a homolog of α-KGDHC E1), as well as *Isocitrate dehydrogenase (IDH*, NADP^+^-dependent) (Figure 3A, Supplementary file 1). These changes in gene expression are consistent with the observed changes in the levels of TCA cycle intermediates in *dHNF4* mutants, suggesting that they are functionally relevant to the mutant metabolic phenotype (Figure 3—figure supplement 1).

Notably, *dHNF4* mutants also have decreased expression of the *GCK* homolog *Hexokinase-C (Hex-C*) (Figure 3A). GCK is a tissue-specific glycolytic enzyme that is required for glucose sensing by pancreatic β-cells and glucose clearance by the liver. These activities, combined with the association of *GCK* mutations with MODY2, make *Hex-C* a candidate for mediating the effects of *dHNF4* on carbohydrate metabolism. The glucose transporter *CG1213* is also down-regulated in *dHNF4* mutants, along with *phosphoglucomutase (pgm*), which is involved in glycogen metabolism, and *transaldolase* and *CG17333*, which are involved in the pentose phosphate shunt. Additionally, the gluconeogenesis genes *Pyruvate carboxylase (CG1514*) and *Phosphoenolpyruvate carboxykinase (Pepck, CG17725*) show reduced expression in mutant animals, similar to their dependence on *Hnf4A* for expression in the mammalian liver (Supplementary file 1) (Chavalit et al., 2013; Yoon et al., 2001). Finally, *dHNF4* mutants display transcriptional signatures of reduced insulin signaling, including up-regulation of the dFOXO-target genes *4EBP* and *InR* (Figure 3A, Supplementary file 1). Taken together, these findings indicate an important role for dHNF4 in mitochondrial OXPHOS and glucose metabolism, and suggest that it acts through multiple pathways to maintain glycemic control.

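The dHNF4 ChIP-seq data came from *w1118* adults, a white-eyed laboratory strain that carries the endogenous receptor. Chromatin from 1 to 1.5 g of flies was crosslinked with 0.3% formaldehyde for 3 min and precipitated with an affinity-purified antibody against dHNF4. Purified DNA was pooled to make 4 dHNF4-IP samples and 4 input controls, lettered A to D, and the libraries were read for 50 cycles in a single lane. The paper and the sample labels describe the flies as mature adults, while the culture notes of the same samples give whole males and females from emergence to an age of 2 weeks. The notes also give a fragment size of about 300 bp after shearing. The authors aligned the reads to the dm3 assembly and called enrichment regions against input with MACS2 at an FDR of 1%. The values analysed here are the resulting list of regions and of the genes with a TSS within 10 kb of each, which is a single list for all 8 samples. It carries no enrichment score, read count or value for any one replicate, so the read depth behind a region is unknown and no difference between dHNF4-IP and input samples could be tested. Distances are those from the TSS to the middle of the region. All 541 gene entries of the list gave the same distance, within 1 bp, when it was recomputed from the coordinates. The end of 1 region, at *CG4598* on chromosome 2L, was blank and was derived from its distances as 9918844. Positions are as the authors list them, with a possible offset of 1 bp depending on whether they count from 0 or from 1. RNA-seq values named as the paper's were read from Supplementary file 1, of which 718 of the paper's 726 reduced genes and 572 of its 644 increased genes were at hand, so these were only looked up and counted. The lists of genes by pathway were written after Supplementary file 3 had been read, and counts over them are not independent of it.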

Chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) was performed to identify direct transcriptional targets of the receptor. 

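Genes near dHNF4 regions were looked up in the paper's RNA-seq table by their distance from the region, and differences between distances were not tested because part of that table was not at hand. The flies also differed, since RNA-seq used males kept on defined sugar diets. ChIP-seq used flies on cornmeal food, of both sexes by the culture notes. Of the 282 genes with a TSS within 10 kb of a region, 40 were reduced in the paper's RNA-seq table and 16 were increased. These counts include mtDNA genes, for which the linear distances are not reliable, so the counts by distance are of nuclear genes alone. Among the 37 nuclear genes within 500 bp, 21 were reduced and 1 was increased. Among the 111 more than 5000 bp away, 1 was reduced and 6 were increased. Of the 54 nuclear genes that were the closest to a region, 28 were reduced and none was increased, while 8 of the 206 further away were reduced and 13 were increased. By the paper's log2 ratios of mutants to controls, the most reduced closest genes were *scu*, a mitochondrial hydroxyacyl-CoA dehydrogenase (−2.87), and *yip2*, an acetyl-CoA acyltransferase (−2.62). Next were *CG12428*, a carnitine acyltransferase (−2.61), and *dob*, a lipase of the brummer family (−2.44). The single increased gene within 500 bp was *Mpk2*, a p38 kinase gene named here after its value was seen, whose TSS lies 411 bp from a region on chromosome 3R (19978339 to 19978528). The closest gene to that region, *CG6178*, an acyl-CoA ligase homolog, is 398 bp away, and the paper's log2 ratio for it is −1.62. Within 1 kb of a region 23 genes were reduced.

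**Figure D1:**
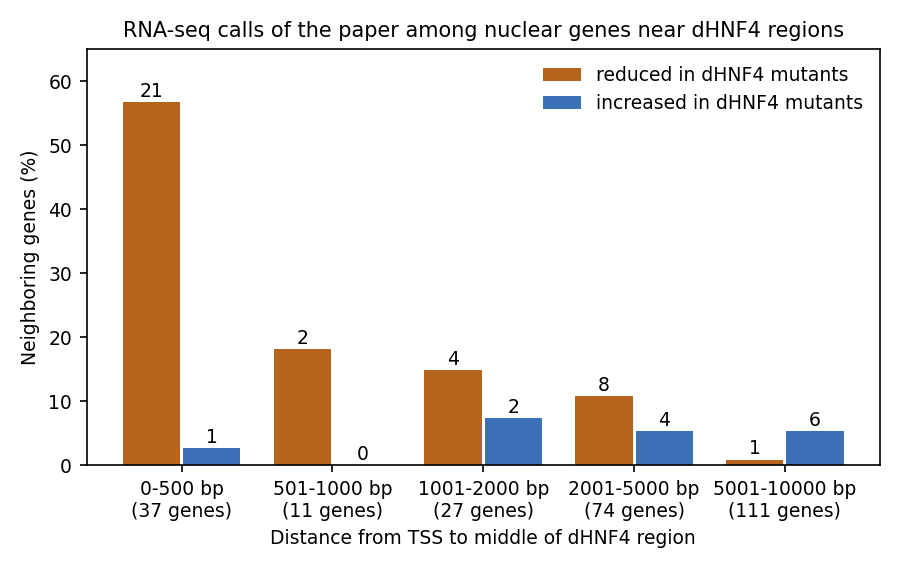
Share of the nuclear genes near dHNF4 regions that the paper's RNA-seq table lists as reduced (brown) or increased (blue) in *dHNF4* mutants, in percent, by distance in bp from the TSS to the middle of the region. The number above each bar is the number of genes, and reduced genes go from 21 of 37 in the nearest class to 1 of 111 in the furthest.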

Through this analysis, forty-seven genes were identified as high confidence targets by fitting the criteria of showing proximal dHNF4 binding along with reduced transcript abundance in mutant animals (≥1.5 fold change, 1% FDR) (Figure 3—figure supplement 3, Supplementary file 3). These include nuclear-encoded OXPHOS genes such as *ETFB, ETF-QO, dSdhaf4,* and genes that encode TCA cycle factors *Scsalpha* and *CG5599* (Figure 3B). 

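Regions were found across the TSS of *ETFB*, just downstream of the TSS of *ETF-QO*, beyond the end of *dSdhaf4*, and at a distance from *CG5599*. *ETFB* (*CG7834*), which encodes the beta subunit of the electron transfer flavoprotein, lies on chromosome 3R of dm3 from 25627447 to 25628674. Its region is 455 bp wide (25628415 to 25628870), overlaps the TSS and has its middle 32 bp into the gene, the third shortest distance of the 68 regions. *ETF-QO* (*CG12140*), the oxidoreductase that passes electrons from this flavoprotein to ubiquinone, lies on 2R from 5798397 to 5800992, with a region of 219 bp (5798447 to 5798666) that begins 50 bp downstream of the TSS and has its middle at 159 bp. *dSdhaf4* (*CG7224*), the assembly factor of Complex II, starts at 7998933 on 2L. Its region of 115 bp (8000497 to 8000612) is centered 1621 bp downstream of the TSS, past the end of the listed transcript at 7999675 and inside *Wwox*. *CG5599* starts at 14980170 on the X chromosome, and the region nearest to it (14971943 to 14972132) is centered 8133 bp upstream. *Lsd-2*, which encodes a lipid droplet protein, is closer to that region, at 1802 bp. This region is the last of 5 between 14963419 and 14972132, all of which have *dob* or *Lsd-2* as the closest gene. None of the 68 regions had the TSS of *Scsalpha* within 10 kb. The paper's log2 ratios for mutants against controls are −2.04 for *ETF-QO*, −1.61 for *ETFB*, −1.39 for *dSdhaf4*, −0.86 for *CG5599* and −0.63 for *Scsalpha*. The positions come from 1 list for all samples and have no replicate error.

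**Figure D2:**
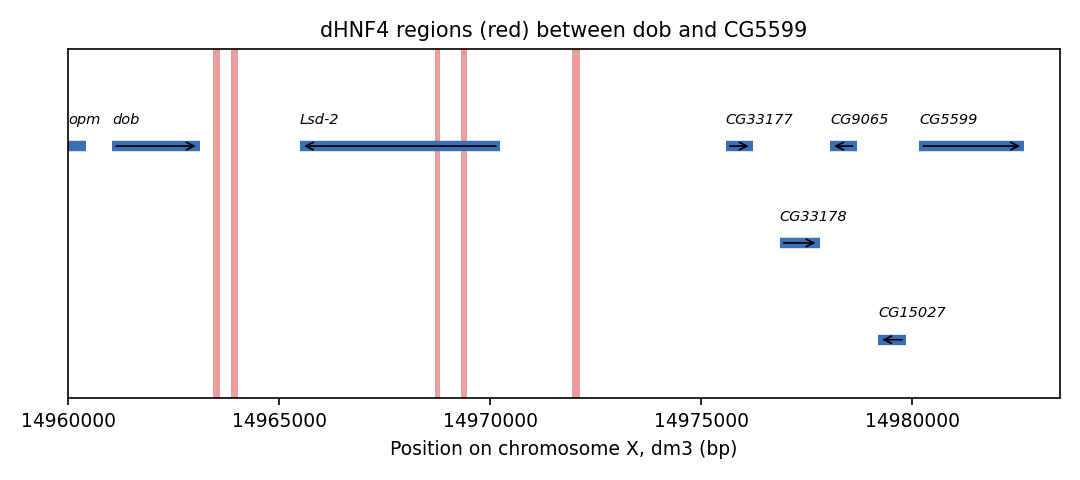
Map of the *dob* to *CG5599* interval of the X chromosome of dm3, position in bp, with listed genes as blue bars, arrows in the direction of transcription and dHNF4 regions in red. The 5 regions lie beyond the end of *dob*, within *Lsd-2* and upstream of *Lsd-2*, and *CG5599* starts 8133 bp to the right of the middle of the last one.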

We also observed abundant and specific binding of dHNF4 within the control region of the mitochondrial genome (Figure 3C and Supplementary file 3). 

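A single region was listed on the mitochondrial genome, from 15098 to 15516 in dm3 coordinates, and it overlapped no listed transcript. At 418 bp it was wider than most, against a median of 190 bp over the 68 regions. The closest gene was *mt:srRNA*, the small ribosomal RNA gene, which is transcribed away from the region and starts at 14915, 392 bp from its middle. *mt:lrRNA*, the large ribosomal RNA gene, starts 1250 bp away and *mt:ND1*, a subunit of Complex I, 2650 bp away. In the linear coordinates of the list, 22 mtDNA genes had a TSS within 10 kb of the region, 9 of them coding for proteins or rRNA and 13 for tRNA. By the paper's log2 ratios, *mt:lrRNA* (−1.32), *mt:ND1* (−0.67) and *mt:ND4* (−0.94, matched by its symbol) were reduced among these neighbors, as were *mt:Cyt-b* (−8.12) and *mt:ND6* (−4.78), which the paper treats as false positives. Increased neighbors were *mt:ND3* (3.48), *mt:tRNA:A* (1.90) and *mt:tRNA:R* (1.66), all over 9 kb away on this linear scale. *mt:CoI*, *mt:CoII*, *mt:CoIII*, *mt:ATPase6* and *mt:ND2*, with log2 ratios from −8.65 to −2.95 in the paper's table, were not listed within 10 kb. The list measures distance along the linear sequence and not around the circular molecule, so genes on the far side of the sequence start can lie closer than listed.

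**Figure D3:**
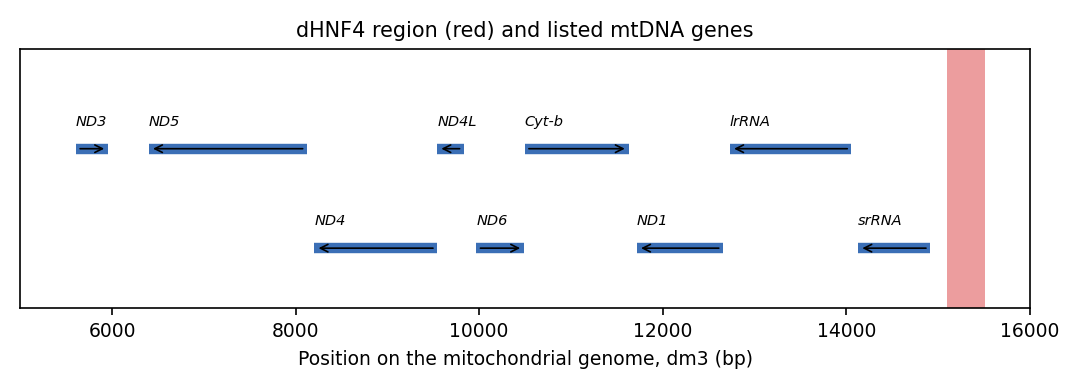
Map of part of the mitochondrial genome of dm3, position in bp, with the protein and rRNA genes listed within 10 kb as blue bars, arrows in the direction of transcription and the dHNF4 region in red. The region from 15098 to 15516 lies beyond the start of the small ribosomal RNA gene at 14915.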

Taken together with our other results, these data suggest that dHNF4 is required to maintain normal mitochondrial function. Consistent with this, mitochondrial morphology is severely fragmented in mutant animals, and MARCM clonal analysis in the adult fat body shows reduced mitochondrial membrane potential in *dHNF4* mutant cells (Figure 3D,E and Figure 3—figure supplement 2B,C). In contrast, we were unable to detect changes in reactive oxygen species (ROS) in *dHNF4* mutant clones by DHE staining (Figure 3—figure supplement 2D). This might be due to the decreased levels of ROS-generating ETC complexes in *dHNF4* mutants, along with no detectable effect on the transcripts that encode ROS-scavenging enzymes, such as catalase and SOD (Supplementary file 1). Taken together, these data support the model that dHNF4 regulates both nuclear and mitochondrial gene expression to promote OXPHOS and maintain mitochondrial integrity.

### dHNF4 acts through multiple tissues and pathways to control glucose homeostasis

Tissue-specific RNAi was used to disrupt *dHNF4* expression in the IPCs, fat body, and intestine to examine the contributions of *dHNF4* in these tissues to systemic glucose homeostasis. This revealed a requirement in both the IPCs and fat body for glucose homeostasis, consistent with the well-established roles of these tissues in insulin signaling and the regulation of circulating sugar levels (Figure 4A, Figure 4—figure supplement 1B). Our initial functional analysis of *dHNF4* target genes supports these tissue-specific activities and provides insights into the molecular mechanisms of *dHNF4* action. Tissue-specific inactivation of *Hex-C* by RNAi demonstrates that it is required in the fat body, but not the IPCs, to maintain normal levels of circulating glucose (Figure 4B,C). This is consistent with the important role of mammalian *GCK* for glucose clearance by the liver as well as its association with MODY2 (Postic et al., 1999). In contrast, both fat body and IPC-specific RNAi for the direct target of dHNF4, *CG5599,* significantly impaired glucose homeostasis (Figure 4B,C). This indicates that *CG5599* is required in each of these tissues for glycemic control, similar to dHNF4, suggesting that it is a key downstream target of the receptor. Although technical limitations prevent us from performing tissue-specific RNAi studies of mitochondrial-encoded transcripts, disruption of ETC Complex I by targeting a critical assembly factor, CIA30 (Complex I intermediate-associated protein 30 kDa) (Cho et al., 2012) in either the IPCs or fat body produced elevated levels of free glucose (Figure 4B,C). Fat body-specific RNAi for *dHNF4, CIA30, or CG5599* resulted in fragmented mitochondrial morphology, consistent with previous reports of CIA30 loss of function and the onset of mitochondrial dysfunction (Figure 4D) (Cho et al., 2012). In contrast, RNAi for *Hex-C* had no detectable effect on mitochondrial morphology (Figure 4D).

**Figure 4.**
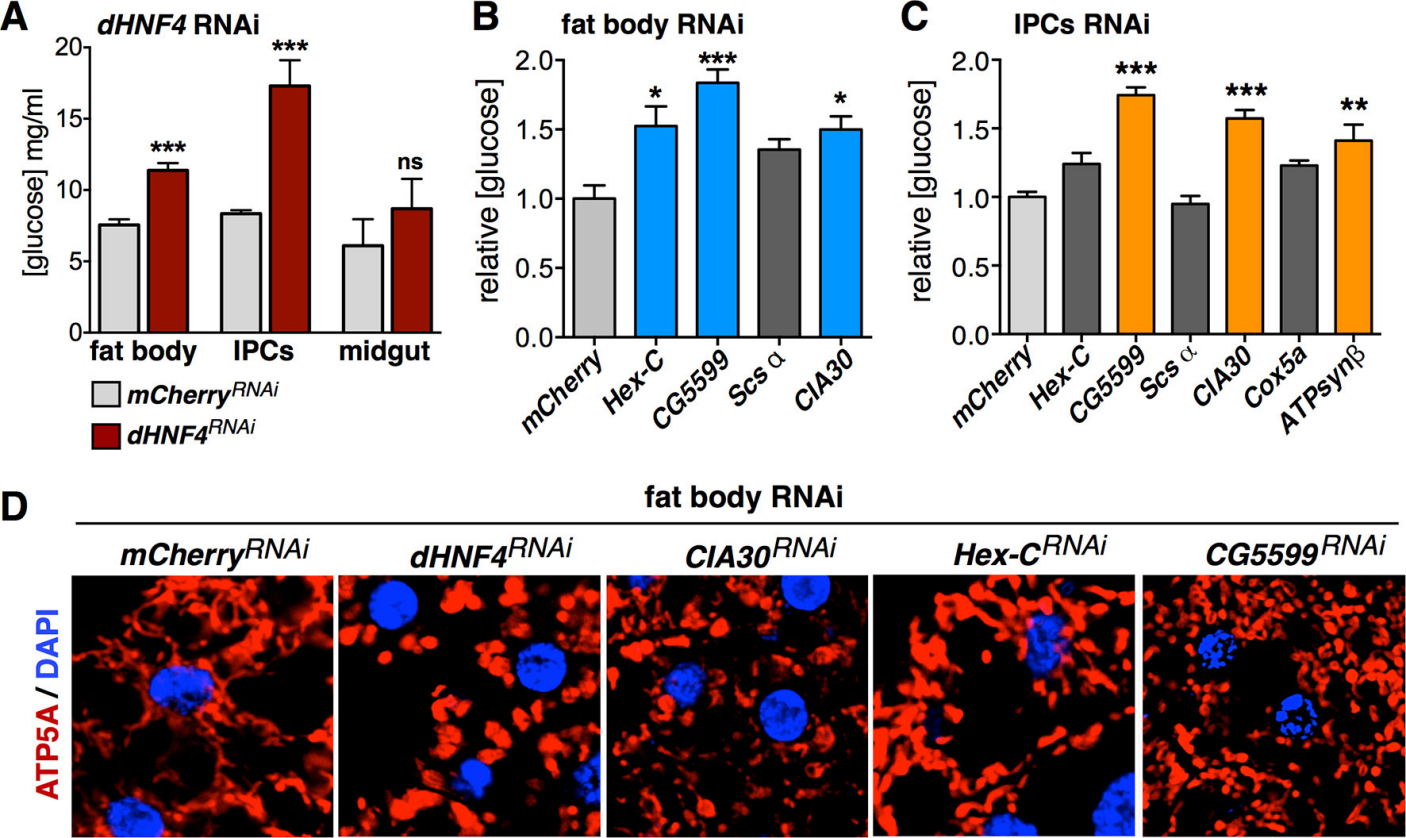
dHNF4 acts through multiple tissues and pathways to control glucose homeostasis. (**A**) Circulating glucose levels in adult males expressing tissue-specific RNAi against *mCherry* (TRiP 35785, grey bars) or *dHNF4* (TRiP 29375, dark red bars) in the fat body (*r4-GAL4*), IPCs (*dilp2-GAL4*), or midgut (*mex-GAL4*). (**B–C**) Relative free glucose levels in adult males on the 15% sugar diet expressing fat body (*r4-GAL4*, B) or IPC (*dilp2-GAL4*, C)-specific RNAi compared to *mCherry* RNAi controls (light grey bars). RNAi lines directed against *Hex-C, CG5599, Scsα, CIA30, Cox5a*, and *ATPsynβ* were obtained from the TRiP RNAi collection. Blue and orange bars depict significant changes in glucose levels. Dark grey bars are not significant. Data represents the mean ± SEM. ***p≤0.001, **p≤0.01, *p≤0.05. (**D**) Confocal imaging of mitochondrial morphology (marked by ATP5A immunostaining, red) in the adult fat body from animals expressing fat-body specific RNAi (*r4-GAL4*). The extended network of mitochondria seen in controls is disrupted and appears more punctate upon RNAi for *dHNF4, CIA30*, or *CG5599,* indicative of mitochondrial fragmentation. No effect is seen upon RNAi for *Hex-C*. **DOI:** http://dx.doi.org/10.7554/eLife.11183.012

**Figure 4—figure supplement 1.**
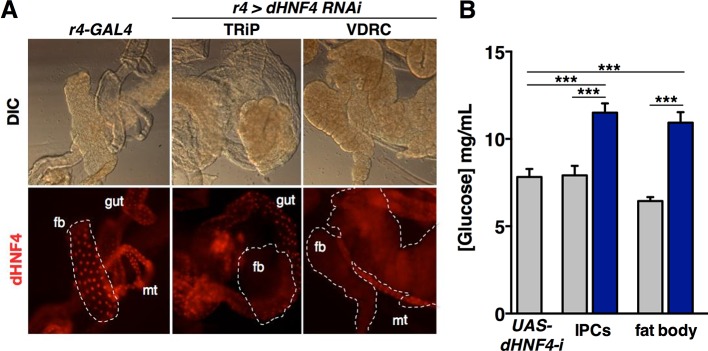
*dHNF4* is required in the insulin-producing cells and fat body to maintain glucose homeostasis. (**A**) Tissue-specific RNAi directed against *dHNF4* effectively reduces steady-state levels of dHNF4 protein. Immunostaining was used to detect dHNF4 in organs dissected from third instar larvae that express either the *r4-GAL4* driver alone as a control or fat body-specific RNAi for *dHNF4 (r4>dHNF4^RNAi^*) using *UAS-RNAi* constructs from either the TRiP or VDRC stock collections (fb = fat body, mt = Malpighian tubules). (**B**) *dHNF4* function is required in both the IPCs and fat body for glucose homeostasis. This data reproduces that shown in Figure 4A using a distinct *dHNF4* UAS-RNAi construct. Circulating glucose levels were measured in animals with tissue-specific RNAi against *dHNF4* (VDRC) in the IPCs (*dilp2-GAL4*) or fat body (*r4-GAL4*) compared to GAL4 and UAS lines alone as controls. Controls are represented by grey bars while *dHNF4* RNAi is represented by blue bars. Data represents the mean ± SEM, ***p≤0.001. **DOI:** http://dx.doi.org/10.7554/eLife.11183.013

**Figure 4—figure supplement 2.**
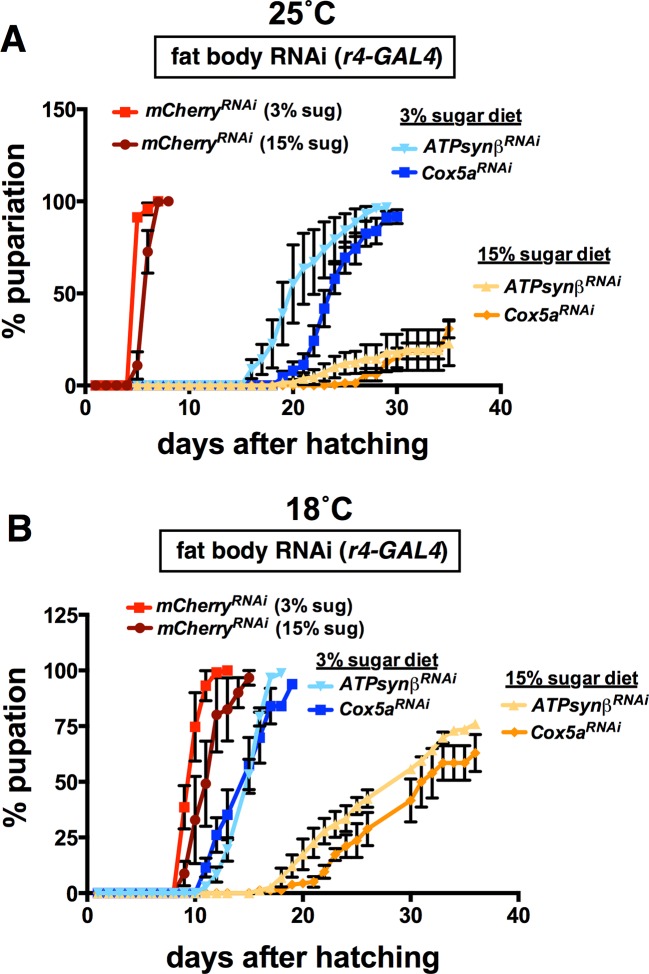
Fat body-specific disruption of the electron transport chain causes sugar intolerance. Newly hatched first instar larvae were placed in vials (~60 per vial) containing the 3% or 15% sugar diet and scored for puparium formation when raised at either 25˚C (A) or 18˚C (**B**). Disruption of ETC complex IV (*Cox5a* RNAi) or complex V (*ATPsynβ* RNAi) in the fat body (*r4-GAL4*) results in sugar intolerance as seen by a pronounced developmental delay and reduced survival to puparium formation on the 15% sugar diet. These defects are partially suppressed when reared on the low sugar diet at either temperature; however, the 18˚C condition allows for more robust suppression of the sugar-dependent developmental delay (**B**). **DOI:** http://dx.doi.org/10.7554/eLife.11183.014

**Figure 4—figure supplement 3.**
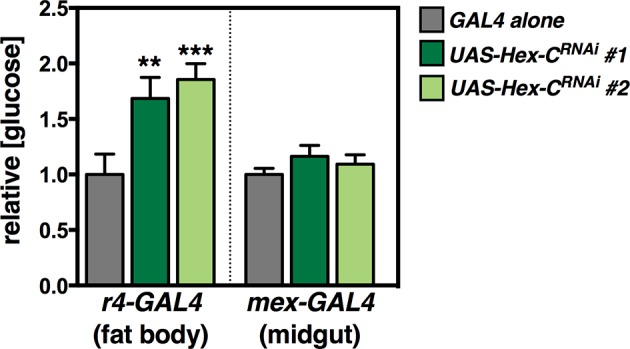
Additional RNAi lines confirming the importance of *Hex-C* in the fat body for glycemic control. Tissue-specific RNAi directed against *Hex-C* in the fat body, but not midgut, results in elevated levels of free glucose. RNAi lines against *Hex-C* were obtained from the VDRC RNAi collection (*UAS-Hex-C RNAi#1*: VDRC 35337, and *UAS-Hex-C RNAi#2*: VDRC 35338). Grey bars represent the indicated GAL4 driver line crossed to *w^1118^* as a negative control. These results are consistent with those in Figure 4B showing hyperglycemia upon fat body-specific RNAi for *Hex-C* using a line from the TRiP collection (Bloomington stock #57404). **DOI:** http://dx.doi.org/10.7554/eLife.11183.015

While RNAi for Complex V (*ATPsynβ* RNAi) in the fat body caused lethality prior to eclosion, IPC-specific RNAi produced viable adults that appeared normal but displayed significant hyperglycemia (Figure 4C). In contrast, disruption of ETC Complex IV in the IPCs (*Cox5a* RNAi) failed to produce hyperglycemia, while RNAi in the fat body caused lethality prior to adulthood, similar to *ATPsynβ*. This premature lethality was accompanied by severe developmental delay and more than 50% of the animals dying prior to puparium formation when raised on the 15% sugar diet. Interestingly, we discovered that these animals are sugar intolerant, similar to *dHNF4* mutants, such that rearing them on the 3% sugar diet allowed for 100% survival to puparium formation while also alleviating the developmental delay (Figure 4—figure supplement 2). Although adult viability was not achievable through dietary intervention, these findings demonstrate that ETC function in the fat body is important for sugar tolerance during development, similar to the requirement for dHNF4. Taken together, these data reveal important roles for *dHNF4* in both the IPCs and fat body to maintain glucose homeostasis, likely in part by promoting *Hex-C* expression in the fat body for glucose clearance and supporting mitochondrial function and OXPHOS in both the IPCs and fat body.

### *dHNF4* is required for glucose-stimulated DILP2 secretion

The requirement for *dHNF4* function in the IPCs for systemic glucose homeostasis fits with the important roles for *Hnf4A* in mouse pancreatic β-cells as well as the contribution of β-cell physiology to the onset of MODY1. Accordingly, we examined if *dHNF4* mutants display defects in GSIS. We used an experimental approach developed for this purpose in *Drosophila* larvae, assaying for the steady-state levels of DILP2 peptide in the IPCs using a fasting/refeeding paradigm (Geminard et al., 2009). As expected, DILP2 accumulates in the IPCs of fasted control animals and is effectively released into circulation in response to glucose feeding (Figure 5A,B). In contrast, while DILP2 accumulates normally in fasted *dHNF4* mutants, it fails to respond to dietary glucose stimulation, despite these animals having normal IPC number and morphology (Figure 5A,B). Peripheral insulin signaling is also reduced in *dHNF4* mutants relative to controls, consistent with their reduced GSIS (Figure 5C). This defect in GSIS is due to a tissue-specific requirement for *dHNF4* in the IPCs since IPC-specific RNAi for *dHNF4* resulted in impaired DILP2 secretion into the hemolymph, along with reduced peripheral insulin signaling (Figure 5D,E and Figure 5—figure supplement 1) (Park et al., 2014). Taken together, these data demonstrate that impaired GSIS plays a central role in the diabetic phenotype of *dHNF4* mutants.

**Figure 5.**
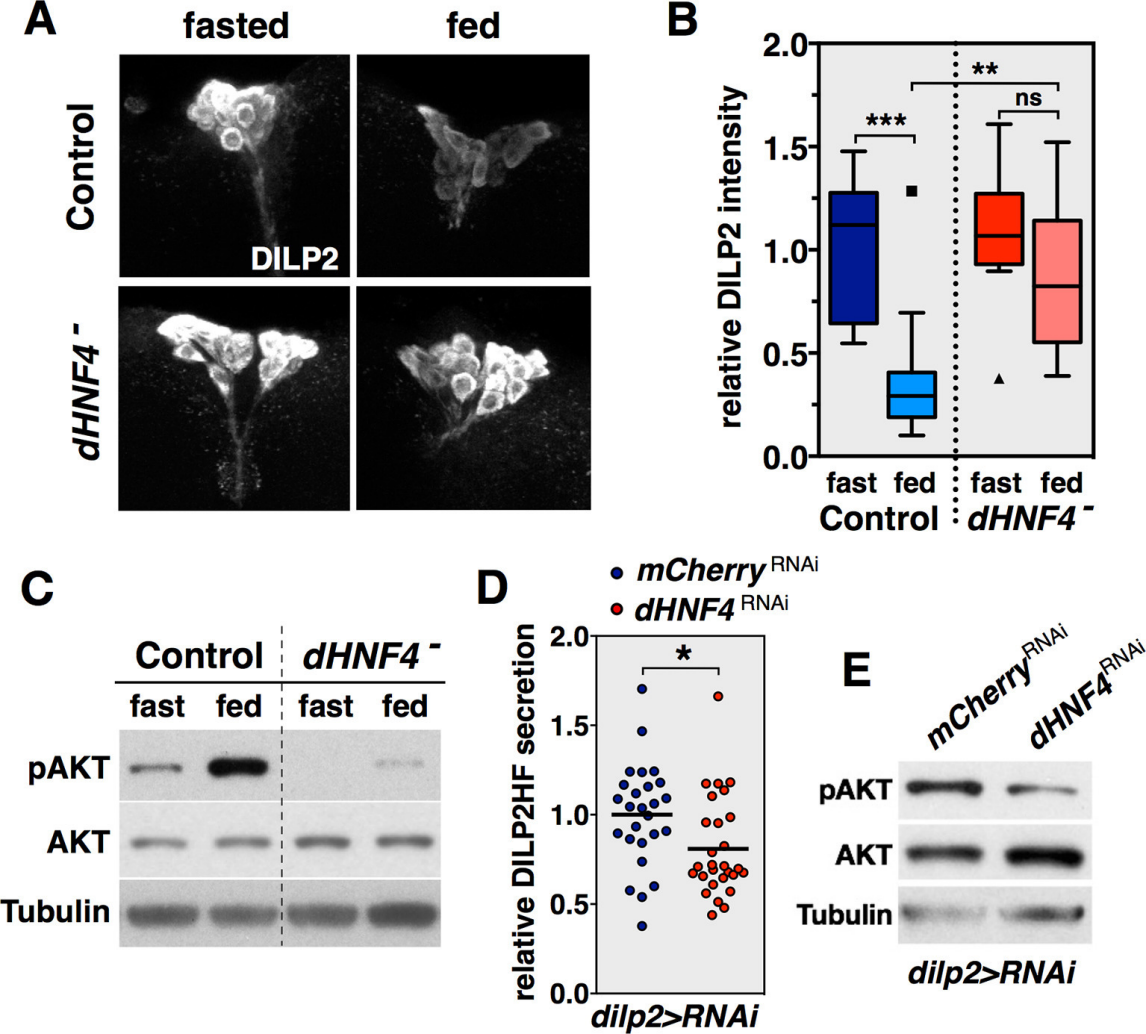
*dHNF4* is required for glucose-stimulated DILP2 secretion by the insulin-producing cells. (**A**) Whole-mount staining for DILP2 peptide in brains dissected from adult control and *dHNF4* mutants that were either fasted overnight or re-fed glucose for two hours. (**B**) Quantification of relative DILP2 fluorescent intensity in the IPCs of fasted and glucose-fed controls and *dHNF4* mutants. Data is plotted as a Tukey boxplot with outliers denoted as individual data points (n= 11 ± 3 brains per-condition). Results were consistent between three independent experiments. (**C**) Western blot analysis to detect phosphorylated AKT (pAKT), total AKT, and Tubulin in extracts from controls and *dHNF4* mutants that were either fasted overnight or re-fed glucose for two hours. (**D**) Levels of circulating HA-FLAG-tagged DILP2 (DILP2HF) were assayed in animals with IPC-specific RNAi (TRiP) against either *mCherry* as a control (blue) or *dHNF4* (red) using the *dilp2-GAL4* driver (*dilp2>RNAi*). Data is combined from five independent experiments, each containing 5–6 biological replicates per genotype. The horizontal lines depict the mean value. (**E**) Western blot analysis to detect phosphorylated AKT (pAKT), total AKT, and Tubulin in extracts from *ad libitum* fed adult males with IPC-specific RNAi against either *mCherry* as a control or *dHNF4* using the *dilp2-GAL4* driver (dilp2>RNAi). ***p≤0.001, **p≤0.01, *p≤0.05. **DOI:** http://dx.doi.org/10.7554/eLife.11183.016

**Figure 5—figure supplement 1.**
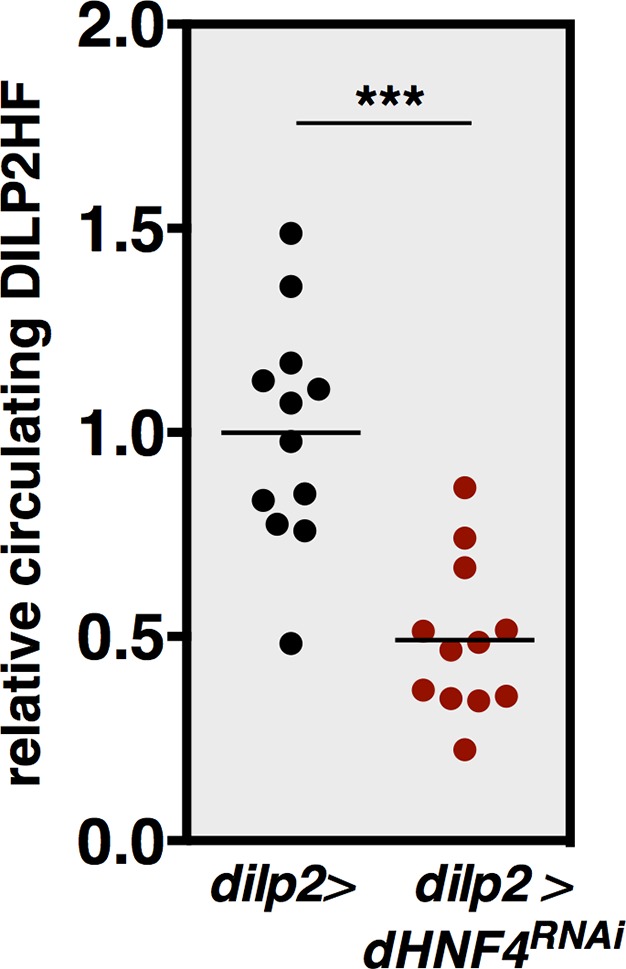
*dHNF4* RNAi in the IPCs causes reduced levels of circulating DILP2-HF. This data reproduces that shown in Figure 5D using a distinct *dHNF4* UAS-RNAi construct (VDRC collection). Levels of circulating HA-FLAG-tagged DILP2 (DILP2HF) were assayed in *ad libitum* fed animals with IPC-specific RNAi against *dHNF4* (VDRC 12692) using the *dilp2-GAL4* driver compared to animals carrying the *dilp2-GAL4* driver alone as a control. Dot plot depicts individual sample values from two independent experiments and the midline represents the mean (n=6 biological replicates per genotype per experiment). ***p≤0.001. **DOI:** http://dx.doi.org/10.7554/eLife.11183.017

### *dHNF4* is required to establish the metabolic state of adult *Drosophila*

As we reported in our prior study of *dHNF4*, the receptor is not expressed in the larval IPCs (Figure 6A) (Palanker et al., 2009). It is, however, expressed in the IPCs of the adult fly, consistent with its central roles at this stage in GSIS, insulin signaling, and glucose homeostasis (Figure 6B). Interestingly, this cell-type specific switch in *dHNF4* expression correlates with a developmental change in IPC physiology. Unlike mammalian β-cells, larval IPCs fail to secrete DILPs in response to dietary glucose (Geminard et al., 2009). Adult IPCs, however, display calcium influx, membrane depolarization, and DILP2 secretion in response to glucose, analogous to β-cells (Alfa et al., 2015; Fridell et al., 2009; Kreneisz et al., 2010; Park et al., 2014). Along with the temporal induction of dHNF4 expression in adult IPCs, these results suggest that there is a developmental switch in the response to glucose at the onset of adulthood. Consistent with this, glucose feeding activates insulin signaling in adult flies, but not in larvae (Figure 6C). This correlates with a ~ten-fold increase in the basal circulating levels of glucose in adults compared to larvae, which first becomes apparent during the final stages of pupal development (Figure 6D) (Tennessen et al., 2014a). Moreover, *dHNF4* mutants maintain euglycemia on a normal diet during larval and early pupal stages, but display hyperglycemia just prior to eclosion (Figure 6D). Taken together, these observations point to a switch in IPC physiology and glucose homeostasis as *Drosophila* transition into maturity.

**Figure 6.**
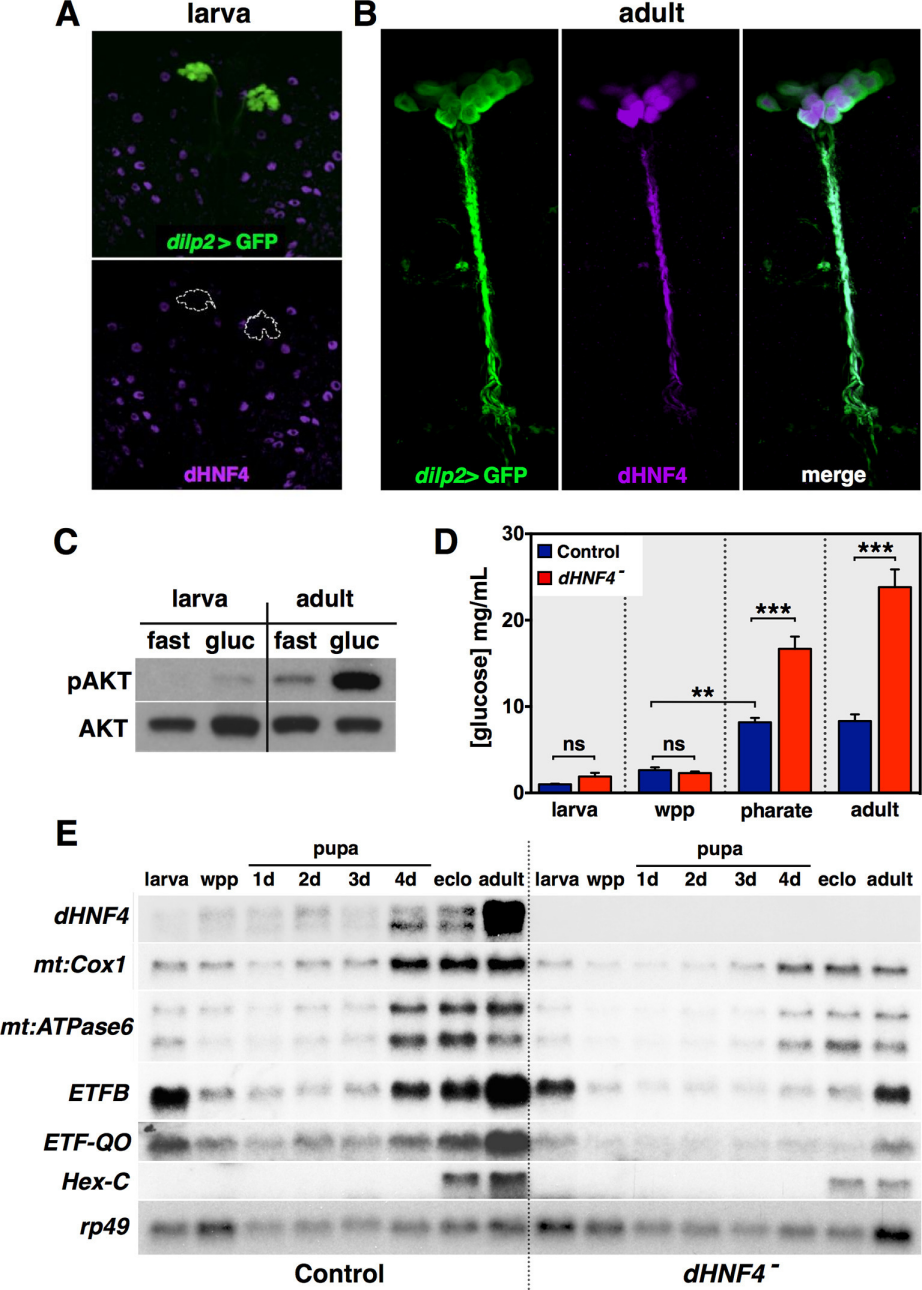
*dHNF4* supports a developmental transition toward GSIS and OXPHOS in adult *Drosophila.* (**A–B**) Whole-mount immunostaining of larval (**A**) or adult (**B**) brains to detect dHNF4 protein (magenta) or GFP, which marks the IPCs (*dilp2>GFP*, green). (**C**) Western blot analysis to detect phosphorylated AKT (pAKT) and total AKT in extracts from *w^1118 ^*third-instar larvae or mature adults that were fasted overnight and re-fed 10% glucose for two hours. (**D**) Relative levels of free glucose in controls and *dHNF4* mutants staged as either feeding third-instar larvae (larva), white prepupae (wpp), pharate adults (~4 day-old pupae), or mature adults. Data is plotted as the mean ± SEM. ***p≤0.001, **p≤0.01, *p≤0.05. (**E**) Northern blot analysis of RNA extracted from feeding third-instar larvae (larva), white prepupae (wpp), pupae at one-day intervals, mid-eclosion (eclo), and mature adults. *rp49* is included as a control for loading and transfer. **DOI:** http://dx.doi.org/10.7554/eLife.11183.018

The induction of *dHNF4* in the adult IPCs and the adult onset of hyperglycemia in *dHNF4* mutants raise the interesting possibility that this receptor may play a role in coordinating the metabolic switch toward GSIS and OXPHOS at this stage. Indeed, northern blot analysis of RNA samples isolated from staged wild-type larvae, pupae, and young adults, demonstrate that *dHNF4* expression increases dramatically at the onset of adulthood (Figure 6E). Moreover, this temporal pattern of expression is accompanied by increased expression of both nuclear and mitochondrial-encoded *dHNF4* target genes that contribute to OXPHOS as well as *Hex-C*. The expression of these target genes is also reduced in staged *dHNF4* mutants, consistent with our earlier findings that their maximal expression depends on receptor function (Figure 6E). Taken together, our results support the model that dHNF4 contributes to a metabolic switch in glucose homeostasis at the onset of adulthood that promotes GSIS and OXPHOS to meet the energy demands of the adult fly.

## Discussion

The association of MODY subtypes with mutations in specific genes provides a framework for understanding the monogenic heritability of this disorder as well as the roles of the corresponding pathways in systemic glucose homeostasis. In this paper, we investigate the long-known association between *HNF4A* mutations and MODY1 by characterizing a whole-animal mutant that recapitulates the key symptoms associated with this disorder. We show that *Drosophila* HNF4 is required for both GSIS and glucose clearance in adults, acting in distinct tissues and multiple pathways to maintain glucose homeostasis. We also provide evidence that dHNF4 promotes mitochondrial OXPHOS by regulating nuclear and mitochondrial gene expression. Finally, we show that the expression of *dHNF4* and its target genes is dramatically induced at the onset of adulthood, contributing to a developmental switch toward GSIS and oxidative metabolism at this stage in development. These results provide insights into the molecular basis of MODY1, expand our understanding of the close coupling between development and metabolism, and establish the adult stage of *Drosophila* as an accurate context for genetic studies of GSIS, glucose clearance, and diabetes.

### dHNF4 acts through multiple pathways to regulate glucose homeostasis

*Drosophila HNF4* mutants display late-onset hyperglycemia accompanied by sensitivity to dietary carbohydrates, glucose intolerance, and defects in GSIS – hallmarks of MODY1. These defects arise from roles for *dHNF4* in multiple tissues, including a requirement in the IPCs for GSIS and a role in the fat body for glucose clearance. The regulation of GSIS by *dHNF4* is consistent with the long-known central contribution of pancreatic β-cells to the pathophysiology of MODY1 (Fajans and Bell, 2011). Similarly, several MODY-associated genes, including *GCK*, *HNF1A* and *HNF1B*, are important for maintaining normal hepatic function. These distinct tissue-specific contributions to glycemic control may explain why single-tissue *Hnf4A* mutants in mice do not fully recapitulate MODY1 phenotypes and predict that a combined deficiency for the receptor in both the liver and pancreatic β-cells of adults would produce a more accurate model of this disorder.

We used metabolomics, RNA-seq, and ChIP-seq to provide initial insights into the molecular mechanisms by which dHNF4 exerts its effects on systemic metabolism. These studies revealed several downstream pathways, each of which is associated with maintaining homeostasis and, when disrupted, can contribute to diabetes. These include genes identified in our previous study of *dHNF4* in larvae that act in lipid metabolism and fatty acid β-oxidation, analogous to the role of *Hnf4A* in the mouse liver to maintain normal levels of stored and circulating lipids (Hayhurst et al., 2001; Palanker et al., 2009). Extensive studies have linked defects in lipid metabolism with impaired β-cell function and peripheral glucose uptake and clearance, suggesting that these pathways contribute to the diabetic phenotypes of *dHNF4* mutants (Prentki et al., 2013; Qatanani and Lazar, 2007). An example of this is *pudgy*, which is expressed at reduced levels in *dHNF4* mutants and encodes an acyl-CoA synthetase that is required for fatty acid oxidation (Figure 3A) (Xu et al., 2012). Interestingly, *pudgy* mutants have elevated triglycerides, reduced glycogen, and increased circulating sugars, similar to *dHNF4* mutants, suggesting that this gene is a critical downstream target of the receptor. It is important to note, however, that our metabolomic, RNA-seq, and ChIP-seq studies were conducted on extracts from whole animals rather than individual tissues. As a result, some of our findings may reflect compensatory responses between tissues, and some tissue-specific changes in gene expression or metabolite levels may not be detected by our approach. Further studies using samples from dissected tissues would likely provide a more complete understanding of the mechanisms by which *dHNF4* maintains systemic physiology.

Notably, the *Drosophila* GCK homolog encoded by *Hex-C* is expressed at reduced levels in *dHNF4* mutants (Figure 3A). The central role of GCK in glucose sensing by pancreatic β-cells as well as glucose clearance by the liver places it as an important regulator of systemic glycemic control. Our functional data supports these associations by showing that *Hex-C* is required in the fat body for proper circulating glucose levels, analogous to the role of GCK in mammalian liver (Figure 4B) (Postic et al., 1999). Unlike mice lacking *GCK* in the β-cells, however, we do not see an effect on glucose homeostasis when *Hex-C* is targeted by RNAi in the IPCs. This is possibly due to the presence of a second *GCK* homolog in *Drosophila,* Hex-A, which could act alone or redundantly with Hex-C to mediate glucose sensing by the IPCs. In mammals, *GCK* expression is differentially regulated between hepatocytes and β-cells through the use of two distinct promoters, and studies in rats have demonstrated a direct role for HNF4A in promoting *GCK* expression in the liver (Roth et al., 2002). Our findings suggest that this relationship has been conserved through evolution. In addition, the association between *GCK* mutations and MODY2 raise the interesting possibility that defects in liver GCK activity may contribute to the pathophysiology of both MODY1 and MODY2.

Interestingly, gene ontology analysis indicates that the up-regulated genes in *dHNF4* mutants correspond to the innate immune response pathways in *Drosophila* (Supplementary file 2). This response parallels that seen in mice lacking *Hnf4A* function in enterocytes, which display intestinal inflammation accompanied by increased sensitivity to DSS-induced colitis and increased permeability of the intestinal epithelium, similar to humans with inflammatory bowel disease (Ahn et al., 2008; Babeu and Boudreau, 2014; Cattin et al., 2009). Disruption of *Hnf4A* expression in Caco-2 cells using shRNA resulted in changes in the expression of genes that act in oxidative stress responses, detoxification pathways, and inflammatory responses, similar to the effect we see in *dHNF4* mutants (Marcil et al., 2010). Moreover, mutations in human *HNF4A* are associated with chronic intestinal inflammation, irritable bowel disease, ulcerative colitis, and Crohn’s disease, suggesting that these functions are conserved through evolution (UK IBD Genetics Consortium et al., 2009; Marcil et al., 2012; van Sommeren et al., 2011). Taken together, these results support the hypothesis that *dHNF4* plays an important role in suppressing an inflammatory response in the intestine. Future studies are required to test this hypothesis in *Drosophila*. In addition, further work is required to better define the regulatory functions of HNF4 that are shared between *Drosophila* and mammals. Although our work described here suggests that key activities for this receptor have been conserved in flies and mammals, corresponding to the roles of HNF4 in the IPCs (β-cells) for GSIS, fat body (liver) for lipid metabolism and glucose clearance, and intestine to suppress inflammation, there are likely to be divergent roles as well. One example of this is the embryonic lethality of *Hnf4A* mutant mice, which is clearly distinct from the early adult lethality reported here for *dHNF4* mutants. Further studies are required to dissect the degree to which the regulatory functions of this receptor have been conserved through evolution.

It is also important to note that mammalian *Hnf4A* plays a role in hepatocyte differentiation and proliferation in addition to its roles in metabolism (Bonzo et al., 2012; Li et al., 2000). This raises the possibility that early developmental roles for *dHNF4* could impact the phenotypes we report here in adults. Indeed, all of our studies involve zygotic *dHNF4* null mutants that lack function throughout development. In an effort to address this possibility and distinguish developmental from adult-specific functions, we are constructing a conditional *dHNF4* mutant allele using CRISPR/Cas9 technology. Future studies using this mutation should allow us to conduct a detailed phenotypic analysis of this receptor at different stages of *Drosophila* development.

It is also interesting to speculate that our functional studies of *dHNF4* uncover more widespread roles for MODY-associated genes in glycemic control, in addition to the link with MODY2 described above. *HNF1A* and *HNF1B*, which are associated with MODY3 and MODY5, respectively, act together with *HNF4A* in an autoregulatory circuit in an overlapping set of tissues, with HNF4A proposed to be the most upstream regulator of this circuit (Boj et al., 2001; Nagaki and Moriwaki, 2008). The observation that *Drosophila* do not have identifiable homologs for *HNF1A* and *HNF1B* raises the interesting possibility that *dHNF4* alone replaces this autoregulatory circuit in more primitive organisms. The related phenotype of these disorders is further emphasized by cases of MODY3 that are caused by mutation of an HNF4A binding site within the *HNF1A* promoter (Gragnoli et al., 1997). Consistent with this link, MODY1, MODY3 and MODY5 display similar features of disease complication and progression, and studies of HNF1A and HNF4A in INS-1 cells have implicated roles for these transcription factors in promoting mitochondrial metabolism in β-cells (Wang et al., 2002). In line with this, mitochondrial diabetes is clearly age progressive, as are MODY1, 3, and 5, but not MODY2, which represents a more mild form of this disorder. Furthermore, the severity and progression of MODY3 is significantly enhanced when patients carry an additional mutation in either HNF4A or mtDNA (Forlani et al., 2010). Overall, these observations are consistent with the well-established multifactorial nature of diabetes, with multiple distinct metabolic insults contributing to disease onset.

### dHNF4 regulates nuclear and mitochondrial gene expression

Our RNA-seq analysis supports a role for *dHNF4* in coordinating mitochondrial and nuclear gene expression (Supplementary file 1 and Figure 3A). This is represented by the reduced expression of transcripts encoded by the mitochondrial genome, along with effects on nuclear-encoded genes that act in mitochondria. In addition, ChIP-seq revealed that several of the nuclear-encoded genes are direct targets of the receptor. 

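The nuclear genes closest to dHNF4 regions included genes for the entry of fatty acids into mitochondria and for their shortening there. Carnitine-dependent entry was represented by *whd*, the carnitine palmitoyltransferase gene, which held 2 regions on chromosome 2R (6362171 to 6362450 and 6365451 to 6365705), and by *colt*, the carnitine carrier gene, with a region of 459 bp on 2L (2769621 to 2770080) centered 215 bp into the gene. Acyl-CoA dehydrogenation was represented by *CG12262*, the medium-chain enzyme, whose region on 3L (7712239 to 7712924) was the second widest at 685 bp, and by *CG7461*, the very-long-chain enzyme, with a region centered 42 bp from its TSS. The genes for both subunits of the mitochondrial trifunctional protein had a region centered downstream of the TSS, *Mtpalpha* at 395 bp and *Thiolase* at 228 bp. The hydratase *CG6543* (289 bp), the dehydrogenase *scu* (231 bp) and the acyltransferase *yip2* (211 bp) act on the same chain-shortening steps. The peroxisomal acyl-CoA oxidase gene *Acox57D-d* had the second shortest distance of all regions, at 14 bp. The shortest, 4 bp, was at *CG30000*, a glutathione transferase gene on 2R. The paper's log2 ratios are −2.34 for *Mtpalpha*, −2.32 for *Acox57D-d*, −2.21 for *CG12262*, −1.97 for *CG7461*, −1.50 for *colt* and −1.19 for *CG6543*, while *whd* had none in the part of the table at hand.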

Mitochondrial defects have well-established links to diabetes-onset, with mutations in mtDNA causing maternally-inherited diabetes and mitochondrial OXPHOS playing a central role in both GSIS and peripheral glucose clearance (Sivitz and Yorek, 2010). Consistent with this, our functional studies indicate that dHNF4 is required to maintain normal mitochondrial function and that defects in this process contribute to the diabetic phenotypes in *dHNF4* mutants.

It is important to note that the number of direct targets for dHNF4 in the nucleus is difficult to predict with our current dataset. 

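Of the genes with a TSS within 10 kb of a region, 260 were nuclear. Of these, 36 were reduced and 13 were increased in the paper's RNA-seq table when matched by FlyBase identifier. *Acsl*, a long-chain acyl-CoA synthetase gene (paper's log2 ratio −1.68), was matched only by its symbol and brought the reduced genes to 37. Of these, 34 are among the nuclear genes of Figure 3—figure supplement 3, and 3 are not, namely *CG7227*, *CG30005* and *CG30339*. The other nuclear genes of that figure, *Scsalpha*, *whd* and *CG42366*, are not in the count. Counted by FlyBase identifier alone, without *Acsl*, the 36 reduced genes became 35 within 5 kb, 28 with the closest gene only and 27 at 2-fold or more. Of the 59 regions on the nuclear chromosome arms, 25 had no neighbor that was reduced in the part of the table at hand. At 2 of these the closest gene is *whd*, which a mark in the list records as reduced by northern blot, and 23 are left without them. The 23 include the widest region of the list, 701 bp on 2R (18457270 to 18457971) with *CG11362* as the closest gene at 7769 bp, and a region of 409 bp at *cbt*, a zinc finger transcription factor gene on 2L (478933 to 479342). Neither the glucokinase homolog *Hex-C* nor any other gene on the glucose metabolism list had a TSS within 10 kb of a region.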

A relatively low signal-to-noise ratio in our ChIP-seq experiment allowed us to identify only 37 nuclear-encoded genes as high confidence targets by fitting the criteria of proximal dHNF4 binding along with reduced expression in *dHNF4* mutants (Figure 3B and Supplementary file 3). Future ChIP-seq studies will allow us to expand this dataset to gain a more comprehensive understanding of the scope of the dHNF4 regulatory circuit and may also reveal tissue-restricted targets that are more difficult to detect. Nonetheless, almost all of the genes identified as direct targets for dHNF4 regulation correspond to genes involved in mitochondrial metabolism, including the TCA cycle, OXPHOS, and lipid catabolism, demonstrating that this receptor has a direct impact on these critical downstream pathways that influence glucose homeostasis (Figure 3—figure supplement 3, Supplementary file 3).

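Counts over gene lists describe which functions the neighbors of dHNF4 regions have, but the lists were drawn up with knowledge of Supplementary file 3, so no p is given as evidence for them. Of 29 fatty acid β-oxidation genes, 16 had a TSS within 10 kb of a region (55.2%, exact 95% interval 35.7% to 73.6%), against 1.43% of the other annotated genes. Of 23 genes of fatty acid uptake, activation and storage, 9 did (39.1%, exact 95% interval 19.7% to 61.5%), among them *pdgy*, *Fatp*, *Lsd-2*, *Acsl* and the phosphatidate phosphatase gene *Lpin*. The others were *dob*, *CG6178*, *CG18135* and *Ppcs*, and *Ppcs*, a gene of coenzyme A synthesis, lies outside the functions in the list's name. All of the 9 except *Lpin* are shown in Figure 3—figure supplement 3. Neither this share nor the reduced members counted below are therefore independent of the paper's targets. Of 25 nuclear OXPHOS and electron transfer flavoprotein genes, 3 did (12.0%, exact 95% interval 2.55% to 31.2%), namely *ETFB*, *ETF-QO* and *dSdhaf4*. Of 23 TCA cycle genes, 3 did (13.0%, exact 95% interval 2.78% to 33.6%), namely *CG5599*, *skap*, a succinyl-CoA synthetase beta subunit gene, and *dSdhaf4*, which is on both lists. By the paper's account the *CG5599* protein, whose gene is now named *Dbct*, resembles subunits of both the α-ketoglutarate and the branched-chain alpha-ketoacid dehydrogenase complexes. Within 1 kb of a region no TCA cycle gene was left. None of 24 glucose metabolism genes and none of 18 insulin signaling genes had a TSS within 10 kb (upper exact 95% bounds 14.2% and 18.5%). The intervals over lists treat the members as a random sample, although every matched member was looked up. They do not cover binding that the experiment missed. The paper describes its signal as low relative to noise, so unlisted binding near these genes cannot be excluded. The ROS scavenging list had 1 member of 16, *Sod*, and the innate immune list 1 of 25, *att-ORFA*, whose current symbol, *DPCoAC*, is that of a mitochondrial dephospho-CoA carrier and not of an immune effector. Within the same loci, 13 of the 55 closest genes and 3 of the 227 further genes were on the β-oxidation list. The closest and further genes numbered 9 and 0 on the uptake, activation and storage list, 3 and 0 on the OXPHOS list and 2 and 1 on the TCA cycle list. The OXPHOS list is a selection. It leaves out the further neighbors *CG5548*, *CG30354* and *CG9065*, at 5561, 8441 and 6650 bp. Their current symbols, *ND-B18*, *UQCR-11L* and *Cox17*, are those of respiratory chain or assembly genes. Of the 16 β-oxidation neighbors, 13 were reduced in the paper's RNA-seq table, as were 7 of the 9 neighbors on the uptake, activation and storage list by FlyBase identifier and *Acsl* by symbol. The annotated genes were the 17607 of the Release 6 gene table, a later assembly than dm3, to which 268 of the 282 neighbors could be matched. From the functions of the target genes, the paper concludes that dHNF4 acts directly on mitochondrial metabolism that influences glucose homeostasis.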

### dHNF4 is required for mitochondrial function

An unexpected and significant discovery in our studies is that dHNF4 is required for mitochondrial gene expression and function. Several lines of evidence support the model that dHNF4 exerts this effect through direct regulation of mitochondrial transcription, although a number of additional experiments are required to draw firm conclusions on this regulatory connection. First, most of the 13 protein-coding genes in mtDNA are underexpressed in *dHNF4* mutants (Figure 3A, Supplementary file 1). Our lab and others have conducted RNA-seq studies of *Drosophila* nuclear transcription factor mutants and, to our knowledge, similar effects on mitochondrial gene expression have not been reported previously. Second, dHNF4 protein is abundantly bound to the control region of the mitochondrial genome, representing the fifth strongest enrichment peak in our ChIP-seq dataset (Figure 3C). 

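By width, the mitochondrial region was the ninth of the 68, and the 8 wider regions included those at *CG12262*, *colt*, *ETFB*, *Mtpalpha*, *yip2* and *pdgy*. The widest of all, 701 bp, had *CG11362* as its closest gene at 7769 bp, and the third widest, 510 bp, was on chrUextra. The *yip2* and *pdgy* regions, both 422 bp, exceeded the mitochondrial region by 4 bp. The list analysed here gives no enrichment score, so regions could not be ranked by strength, and no relation of width to the distance from the closest TSS was detected over the 59 nuclear regions, the only relation between measures that was computed (Spearman's rho = −0.15, permutation p = 0.27, and Pearson's r = 0.22, permutation p = 0.088, across regions, which are not independent replicates). Without the 2 regions furthest from a TSS, Pearson's r was −0.23 (permutation p = 0.081) and Spearman's rho −0.25 (permutation p = 0.057), so the sign of Pearson's r rested on those regions.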

Although the promoters in *Drosophila* mtDNA have not yet been identified, the site bound by dHNF4 corresponds to a predicted promoter region for *Drosophila* mitochondrial transcription and coincides with the location of the major divergent promoters in human mtDNA (Garesse and Kaguni, 2005; Roberti et al., 2006). It is unlikely that the abundance of mtDNA relative to nuclear DNA had an effect on our ChIP-seq peak calling because the MACS2 platform used for our analysis accounts for local differences in read depth across the genome (including the abundance of mtDNA). In addition, although the D-loop in mtDNA has been proposed to contribute to possible false-positive ChIP-seq peaks in mammalian studies (Marinov et al., 2014), the D-loop structure is not present in *Drosophila* mtDNA (Rubenstein et al., 1977). Nonetheless, additional experiments are required before we can conclude that this apparent binding is of regulatory significance for mitochondrial function. Third, the effects on mitochondrial gene expression do not appear to be due to reduced mitochondrial number in *dHNF4* mutants (Figure 3—figure supplement 2A). This is consistent with the normal expression of *mt:Cyt-b* in *dHNF4* mutants (Figure 3A), which has a predicted upstream promoter that drives expression of the *mt:Cyt-b* and mt:*ND6* operon (although we could not detect *mt:ND6* RNA in our northern blot studies) (Berthier et al., 1986; Roberti et al., 2006). Fourth, immunostaining for dHNF4 shows cytoplasmic protein that overlaps with the mitochondrial marker ATP5A, in addition to its expected nuclear localization (Figure 3—figure supplement 2B). Some of the cytoplasmic staining, however, clearly fails to overlap with the mitochondrial marker, making it difficult to draw firm conclusions from this experiment. Multiple efforts to expand on this question biochemically with subcellular fractionation studies have been complicated by abundant background proteins that co-migrate with the receptor in mitochondrial extracts. We are currently developing new reagents to detect the relatively low levels of endogenous dHNF4 protein in mitochondria, including use of the CRISPR/Cas9 system for the addition of specific epitope tags to the endogenous *dHNF4* locus. Finally, we observe multiple hallmarks of mitochondrial dysfunction, including elevated pyruvate and lactate, specific alterations in TCA cycle metabolites, reduced mitochondrial membrane potential, reduced levels of ATP, and fragmented mitochondrial morphology. These phenotypes are consistent with the reduced expression of key genes involved in mitochondrial OXPHOS (Figure 3A and Supplementary file 1), and studies showing that decreased mitochondrial membrane potential and ATP production are commonly associated with mitochondrial fragmentation (Mishra and Chan, 2014; Toyama et al., 2016).

Although unexpected, our proposal that dHNF4 may directly regulate mitochondrial gene expression is not unprecedented. A number of nuclear transcription factors have been localized to mitochondria, including ATFS-1, MEF2D, CREB, p53, STAT3, along with several nuclear receptors, including the estrogen receptor, glucocorticoid receptor, and the p43 isoform of the thyroid hormone receptor (Leigh-Brown et al., 2010; Nargund et al., 2015; Szczepanek et al., 2012). The significance of these observations, however, remains largely unclear, with few studies demonstrating regulatory functions within mitochondria. In addition, these factors lack a canonical mitochondrial localization signal at their amino-terminus, leaving it unclear how they achieve their subcellular distribution (Marinov et al., 2014). In contrast, one of the five mRNA isoforms encoded by *dHNF4, dHNF4-B*, encodes a predicted mitochondrial localization signal in its 5’-specific exon, providing a molecular mechanism to explain the targeting of this nuclear receptor to this organelle. Efforts are currently underway to conduct a detailed functional analysis of *dHNF4-B* by using the CRISPR/Cas9 system to delete its unique 5’ exon, as well as establishing transgenic lines that express a tagged version of *dHNF4-B* under UAS control. Future studies using these reagents, along with our *dHNF4* mutants, should allow us to dissect the nuclear and mitochondrial functions of this nuclear receptor and their respective contributions to systemic physiology.

Finally, it is interesting to speculate whether the role for dHNF4 in mitochondria is conserved in mammals. A few papers have described the regulation of nuclear-encoded mitochondrial genes by HNF4A (Rodriguez et al., 1998; Wang et al., 2000). In addition, several studies have detected cytoplasmic *Hnf4A* by immunohistochemistry in tissue sections, including in postnatal pancreatic islets (Miura et al., 2006; Nammo et al., 2008) and hepatocytes (Bell and Michalopoulos, 2006; Soutoglou et al., 2000; Sun et al., 2007; Yanger et al., 2013). Moreover, the regulation of nuclear/cytoplasmic shuttling of HNF4A has been studied in cultured cells (Soutoglou et al., 2000). The evolutionary conservation of the physiological functions of HNF4A, from flies to mammals, combined with these prior studies, argue that more effort should be directed at defining the subcellular distribution of HNF4A protein and its potential roles within mitochondria. Taken together with our studies in *Drosophila*, this work could provide new directions for understanding HNF4 function and MODY1.

### dHNF4 contributes to an adult switch in metabolic state

Physiological studies by George Newport in 1836 noted that holometabolous insects reduce their respiration during metamorphosis leading to a characteristic “U-shaped curve” in oxygen consumption (Needham, 1929; Newport, 1836). Subsequent classical experiments in *Lepidoptera*, *Bombyx*, *Rhodnius* and *Calliphora* showed that this reduction in mitochondrial respiration during metamorphosis and dramatic rise in early adults is seen in multiple insect species, including *Drosophila* (Bodine, 1925; Merkey et al., 2011). Consistent with this, the activity of oxidative enzyme systems and the levels of ATP also follow a “U-shaped curve” during development as the animal transitions from a non-feeding pupa to a motile and reproductively active adult fly (Agrell, 1953). Although first described over 150 years ago, the regulation of this developmental increase in mitochondrial activity has remained undefined. Here we show that this temporal switch is dependent, at least in part, on the dHNF4 nuclear receptor. The levels of *dHNF4* expression increase dramatically at the onset of adulthood, accompanied by the expression of downstream genes that act in glucose homeostasis and mitochondrial OXPHOS (Figure 6E). This coordinate transcriptional switch is reduced in *dHNF4* mutants, indicating that the receptor plays a key role in this transition. Importantly, the timing of this program correlates with the onset of *dHNF4* mutant phenotypes in young adults, including sugar-dependent lethality, hyperglycemia, and defects in GSIS, indicating that the upregulation of *dHNF4* expression in adults is of functional significance. It should also be noted, however, that *dHNF4* target genes are still induced at the onset of adulthood in *dHNF4* mutants, albeit at lower levels, indicating that other regulators contribute to this switch in metabolic state (Figure 6E). Nonetheless, the timing of the induction of *dHNF4* and its target genes in early adults, and its role in promoting OXPHOS, suggest that this receptor contributes to the end of the “U-shaped curve” and directs a systemic transcriptional switch that establishes an optimized metabolic state to support the energetic demands of adult life.

Interestingly, a similar metabolic transition towards OXPHOS was recently described in *Drosophila* neuroblast differentiation, mediated by another nuclear receptor, EcR (Homem et al., 2014). Although this occurs during early stages of pupal development, prior to the *dHNF4*-mediated transition at the onset of adulthood, the genes involved in this switch show a high degree of overlap with *dHNF4* target genes that act in mitochondria, including *ETFB*, components of Complex IV, *pyruvate carboxylase*, and members of the α-ketoglutarate dehydrogenase complex. This raises the possibility that *dHNF4* may contribute to this change in neuroblast metabolic state and play a more general role in supporting tissue differentiation by promoting OXPHOS.

To our knowledge, only one other developmentally coordinated switch in systemic metabolic state has been reported in *Drosophila* and, intriguingly, it is also regulated by a nuclear receptor. *Drosophila* Estrogen-Related Receptor (dERR) acts in mid-embryogenesis to directly induce genes that function in biosynthetic pathways related to the Warburg effect, by which cancer cells use glucose to support rapid proliferation (Tennessen et al., 2011; Tennessen et al., 2014b). This switch toward aerobic glycolysis favors lactate production and flux through biosynthetic pathways over mitochondrial OXPHOS, supporting the ~200-fold increase in mass that occurs during larval development. Taken together with our work on dHNF4, these studies define a role for nuclear receptors in directing temporal switches in metabolic state that meet the changing physiological needs of different stages in development. Further studies should allow us to better define these regulatory pathways as well as determine how broadly nuclear receptors exert this role in coupling developmental progression with systemic metabolism.

Although little is known about the links between development and metabolism, it is likely that coordinated switches in metabolic state are not unique to *Drosophila*, but rather occur in all higher organisms in order to meet the distinct metabolic needs of an animal as it progresses through its life cycle. Indeed, a developmental switch towards OXPHOS in coordination with the cessation of growth and differentiation appears to be a conserved feature of animal development. Moreover, as has been shown for cardiac hypertrophy, a failure to coordinate metabolic state with developmental context can have an important influence on human disease (Lehman and Kelly, 2002).

### Adult *Drosophila* as a context for genetic studies of GSIS and diabete

In addition to promoting a transition toward systemic oxidative metabolism in adult flies, *dHNF4* also contributes to a switch in IPC physiology that supports GSIS. dHNF4 is not expressed in larval IPCs, but is specifically induced in these cells at adulthood (Figure 6A,B). Similarly, the fly homologs of the mammalian ATP-sensitive potassium channel subunits, Sur1 and Kir6, which link OXPHOS and ATP production to GSIS, are not expressed in the larval IPCs but are expressed during the adult stage (Fridell et al., 2009; Kim and Rulifson, 2004). They also appear to be active at this stage as cultured IPCs from adult flies undergo calcium influx and membrane depolarization upon exposure to glucose or the anti-diabetic sulfonylurea drug glibenclamide (Kreneisz et al., 2010). In addition, reduction of the mitochondrial membrane potential in adult IPCs by ectopic expression of an uncoupling protein is sufficient to reduce IPC calcium influx, elevate whole-animal glucose levels, and reduce peripheral insulin signaling (Fridell et al., 2009). This switch in IPC physiology is paralleled by a change in the nutritional signals that trigger DILP release. Amino acids, and not glucose, stimulate DILP2 secretion by larval IPCs (Geminard et al., 2009). Rather, glucose is sensed by the corpora cardiaca in larvae, a distinct organ that secretes adipokinetic hormone, which acts like glucagon to maintain carbohydrate homeostasis during larval stages (Kim and Rulifson, 2004; Lee and Park, 2004). Interestingly, this can have an indirect effect on the larval IPCs, triggering DILP3 secretion in response to dietary carbohydrates (Kim and Neufeld, 2015). Adult IPCs, however, are responsive to glucose for DILP2 release (Park et al., 2014) (Figure 5A,D). In addition, *dHNF4* mutants on a normal diet maintain euglycemia during larval and early pupal stages, but display hyperglycemia at the onset of adulthood, paralleling their lethal phase on a normal diet (Figure 6D). Taken together, these observations support the model that the IPCs change their physiological state during the larval-to-adult transition and that *dHNF4* contributes to this transition toward GSIS. The observation that glucose is a major circulating sugar in adults, but not larvae, combined with its ability to stimulate DILP2 secretion from adult IPCs, establishes this stage as an experimental context for genetic studies of glucose homeostasis, GSIS, and diabetes. Functional characterization of these pathways in adult *Drosophila* will allow us to harness the power of model organism genetics to better understand the regulation of glucose homeostasis and the factors that contribute to diabetes.

## Materials and methods

### *Drosophila* strains and media

All genetic studies used a transheterozygous combination of *dHNF4* null alleles (*dHNF4^Δ17^/dHNF4^Δ33^*) and genetically-matched controls that were transheterozygous for precise excisions of the EP2449 and KG08976 P-elements, as described previously (Palanker et al., 2009). Sugar diets were made using 8% yeast, 1% agar, 0.05% MgSO_4_, 0.05% CaCl_2,_ and either 3%, 9% or 15% dietary sugar (2:1 ratio of glucose to sucrose, percentages represent weight/final food volume. 10 ml/L tegosept and 6 ml/L propionic acid were added just prior to pouring). Fasting was achieved by using 1% agar as a medium. For adult studies, 8–10 day old males were selected for all studies unless otherwise indicated.

### GAL4/UAS lines for tissue-specific RNAi studies

The following GAL4 driver lines were used for tissue-specific expression experiments: Fat body: *r4-GAL4* (Lee and Park, 2004), midgut: *mex-GAL4* (Phillips and Thomas, 2006), IPCs: *yw; UAS-Dicer2; dilp2^1^ dilp2HF dilp2-GAL4* (Park et al., 2014). RNAi lines used in this study include: *UAS-dHNF4^RNAi^* (TRiP 29375 used in Figure 4A, Figure 4—figure supplement 1A, Figure 5D,E; VDRC 12692 used in Figure 4—figure supplement 1A–B, Figure 5—figure supplement 1), *UAS-mCherry^RNAi^* (TRiP 35785), *UAS-Cox5a^RNAi^* (TRiP 27548)*, UAS-CIA30^RNAi^* (TRiP 55660), *UAS-ATPsynβ^RNAi^* (TRiP 28056), *UAS-Scs-α^RNAi^* (TRiP 51807), *UAS-CG5599^RNAi^* (TRiP 32876), and *UAS-HexC^RNAi^* (TRiP 57404 used in Figure 4B–D, and VDRC 35337 and VDRC 35338 used in Figure 4—figure supplement 3).

### Lifespan studies

The *dHNF4* mutant lethal phase was assessed by raising 50–60 newly hatched first instar larvae in vials of standard laboratory media at 25˚C and scoring for survival through embryonic hatching, wandering third instar, puparium formation, eclosion, and survival through the first day of adulthood (Figure 1A). Eclosion rates were scored in a similar manner for *dHNF4* mutants and genetically matched controls raised on the 3%, 9% or 15% sugar diets. For adult survival studies on different diets (Figure 1C), 50–60 newly hatched first instar larvae were placed in vials with the 3% sugar diet and raised until five days of adulthood. These mature adults were then transferred to fresh vials of 3%, 9%, or 15% dietary sugar with approximately 25 males and 25 females per vial at 25˚C and scored daily for lethality. Flies were transferred to fresh vials every 2–3 days. At least three replicate vials were analyzed per condition and each experiment was repeated at least three times with similar results.

### Developmental staging

For the developmental time course northern blot, we collected 0–12 hr feeding third instar larvae, pupae at 24, 48 or 72 hr after puparium formation, stage P12 males (newly formed pharate adult with visible sex combs) for 4 day pupae, and males at mid-eclosion from the pupal case (to ensure that all *dHNF4* mutants were alive) (n=15 animals per sample). Animals collected for developmental RNA and glycemia measurements (Figure 6D–E) were raised on the 15% sugar diet, except for the adults, which were reared on the 3% sugar diet and transferred to the 15% sugar diet after eclosion.

### Metabolic assays

Glycogen, trehalose, and free glucose levels were determined using the Hexokinase (HK) and/or Glucose Oxidase (GO) assay kits (Sigma GAHK20, GAGO20) as previously described, with approximately six biological replicates (n=5 animals per sample) assayed per condition (Tennessen et al., 2014a). Total protein levels were determined in parallel by Bradford assay to control for potential variations in sample homogenization and/or animal size. Hemolymph glucose measurements were determined by centrifuging 60–100 adult males in a prepared zymogen barrier column (Zymo Research Corporation C1006) at 9000 g for 5 min at 4˚C, as described (Park et al., 2014). The hemolymph flow-though was diluted 1:100 in 1xPBS prior to heat treatment, followed by analysis using the HK assay kit.

### ATP assay

Mature adult males were placed on 10% sucrose + 1% agar overnight prior to analysis. Six biological replicates per genotype (n=5 males per sample) were analyzed for ATP levels by using a luminescence assay kit (Molecular Probes ATP kit; A22066, ) as described (Tennessen et al., 2014a).

### GC/MS Metabolomic analysis

Animals were raised on the 3% sugar diet until five days of adulthood and transferred to a fresh vial with either the 3% or 15% sugar diet for three days prior to collection. Twenty adult males per sample were snap-frozen in liquid nitrogen and prepared for analysis by gas chromatography-mass spectrometry (GC/MS) as described (Tennessen et al., 2014a). Data is presented from three independent experiments, each consisting of 5–6 biological replicates per condition. Sample preparation and GC/MS analysis were performed by the Metabolomics Core Research Facility at the University of Utah School of Medicine.

### Immunostaining

Tissues were dissected in cold 1xPBS, fixed in 4% paraformaldehyde for 20-30 min at room temperature, and washed once quickly followed by three washes for 20 min each in PBS, 0.2% Triton-X100. Samples were blocked using 5% normal goat serum for 1–2 hr at room temperature and incubated with primary antibodies for a minimum of 24 hr at 4˚C, washed, and incubated with secondary antibody at 4˚C for 24 hr. Images were acquired using an Olympus FV1000 confocal microscope and analyzed by Volocity software to generate Z-stack projections and overlay images. The following antibodies were used for immunofluorescence studies: rat anti-dHNF4 (Palanker et al., 2009), rat anti-DILP2 (a gift from P. Leopold), rabbit anti-GFP (Molecular Probes A-6455), chicken anti-GFP (Abcam 13970), and mouse anti-ATP5A (Abcam 14748).

### Quantification of DILP2 fluorescence

Dissected brains stained for DILP2 peptide were mounted in SlowFade® Gold (Life Technologies) and imaged using an Olympus FV1000 confocal microscope and 60X water-immersion objective. Scan settings were fixed to be identical for all captured images, with Z-stack limits set to encompass the entire depth of DILP2 fluorescence for each brain. Maximum projection Z-stacks were analyzed using Volocity software to calculate mean pixel intensity of DILP2 fluorescence within the IPCs (selected by ROI tool) for each set of IPCs analyzed.

### Northern blot analysis

Total RNA was extracted from groups of 10–20 animals using TriPure isolation reagent (Roche). RNA was fractionated by 1% formaldehyde gel electrophoresis at a constant voltage (70V) for ~3.5 hr prior to transfer to a nylon membrane overnight. After transfer, RNA was UV cross-linked to the membrane and placed in hybridization buffer (5 mls formamide, 2 mls 10x PIPES buffer, pH 6.5, 2 mls ddH_2_0, 1 ml 10% SDS, 100 μl sheared herring sperm ssDNA) for two hours at 42˚C prior to the addition of radiolabeled probe. Probes were generated by Klenow-mediated random primer amplification of purified template DNA corresponding to approximately 100–500 bp of the transcript of interest, allowing incorporation of ^32^P radiolabeled-nucleotide (dCTP, PerkinElmer). Probes were incubated with membranes overnight, and the hybridized membranes were washed and exposed to X-ray film at -80˚C using two intensifying screens.

### RNA-seq

*dHNF4* mutants and genetically-matched controls were reared on the 3% sugar diet for five days of adulthood and transferred to the 15% sugar diet for 3 days prior to extracting total RNA. Eight biological replicates per genotype (n=20 males per sample) were collected using TriPure isolation reagent (Roche). Pairs of biological replicates were pooled to obtain four biological replicates for further purification using an RNeasy kit (QIAGEN). RNA quality was subsequently analyzed using an Agilent Bioanalyzer RNA 6000. PolyA-selected RNAs from each biological replicate were then assembled into barcoded libraries and pooled into a single-flow cell lane for Illumina HighSeq2000 50-cycle single-read sequencing, which produced ≥21.9 million reads per sample. Standard replicate RNA-seq analysis was performed using USeq and DESeq analysis packages with alignment to the *Drosophila melanogaster* dm3 genome assembly. Transcripts meeting a cutoff of ≥1.5 fold difference in mRNA abundance and FDR ≤1% were considered as differentially expressed genes. RNA quality control, library preparation, sequencing, and data analysis were performed at the University of Utah High Throughput Genomics and Bioinformatics Core Facilities. Although *mt:Cyt-b* and *mt:ND6* are included among the down-regulated genes in our RNA-Seq dataset (Supplementary file 1), these represent false positives as demonstrated by subsequent repeated northern blot hybridization studies for *mt:Cyt-b* (Figure 3A). We are also unable to detect *mt:ND6* mRNA in either mutant or control flies, consistent with a previous report (Berthier et al., 1986).

### ChIP-seq

Chromatin isolation and immunoprecipitation were performed as described (Schwartz et al., 2003). *w^1118^* flies were reared on standard cornmeal-based lab medium and 1–1.5 g of mature adults were homogenized in ice-cold buffer A (0.3 M sucrose, 2 mM MgOAc, 3 mM CaCl_2_, 10 mM Tris-Cl [pH 8], 0.3% Triton X-100, 0.5 mM dithiothreitol, 1 Roche protease inhibitor tablet per 10 ml) for 1.5 min using a Brinkmann Homogenizer Polytron PT 10/35. The homogenate was filtered through a layer of 100 μm-pore nylon mesh into a pre-chilled glass-Teflon homogenizer, stroked on ice 35 times using a B pestle, and filtered through two layers of 40-μm-pore nylon mesh prior to adding one volume of warm cross-linking buffer (0.1 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 50 mM Tris [pH 8], pre-warmed to 40°C) to bring the sample to room temperature for crosslinking (0.3% formaldehyde for 3 min). 2.5 M glycine was added to a final concentration of 125 mM to stop the crosslinking after 3 min. The mixture was pelleted for resuspension into 10 ml of RIPA buffer (140 mM NaCl, 10 mM Tris-Cl [pH 8.0], 1 mM EDTA, 1% Triton, 0.3% SDS, 0.1% sodium deoxycholate, and Roche protease inhibitor cocktail) for sonication. The sonicated material was centrifuged at 20,000 *g*, and the supernatant was distributed into 500 μl aliquots that were snap frozen in liquid nitrogen. To each aliquot, 1 ml of cold RIPA buffer (without SDS) was added prior to removing 150 μl for an input control, and then 5 µl of polyclonal affinity-purified anti-dHNF4 antibody was added to each sample for immunoprecipitation overnight at 4˚C (Palanker et al., 2009). 50 μl of prepared Protein G Dynabeads (Life Technologies) were added to each sample and incubated for 4 hr at 4˚C prior to wash and elution using a magnetic stand. Washes were performed for 3 min each at 4˚C with 1 ml of the following ice-cold solutions: three times in low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-Cl [pH 8.0], 150 mM NaCl), one time in high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-Cl [pH 8.0], 500 mM NaCl), once in LiCl wash buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-Cl [pH 8.0]), and twice with Tris-EDTA. Protein-DNA complexes were eluted in 1.5 ml DNA-low bind tubes (Eppendorf) using two 15-minute washes with 250 μl elution buffer (1% SDS, 0.1 M NaHCO3). NaCl was added to a final concentration of 0.2 M to reverse the crosslinks of IP and input control samples, followed by an overnight incubation at 65°C. dHNF4-bound DNA was purified by using PCR-purification columns (Qiagen), and pooled to acquire four replicates of dHNF4-IP chromatin and input controls. Barcoded libraries for dHNF4-IP and input control samples were generated by the University of Utah High Throughput Genomics core facility and sequenced in a single lane Illumina HiSeq 50-cycle single-read sequencing. 

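The enrichment regions were short, and those on the nuclear arms lay more often downstream than upstream of the closest TSS. They were 102 to 701 bp wide, with 12 on chromosome 2L, 14 on 2R, 8 on 3L, 12 on 3R and 13 on the X. The mitochondrial genome held 1 region, and 8 lay on chrUextra, a set of dm3 scaffolds not placed on any chromosome. Joining regions under 10 kb apart gave 59 loci, 6 of them with more than 1 region. The locus of *dob* and *Lsd-2* held 5, and those of *pdgy*, *whd*, *CG11362*, *cbt* with *ush*, and *yip2* with *CG4598* held 2 each. The closest TSS was within 1 kb for 37 of all 68 regions (54.4%, exact Clopper-Pearson 95% interval 41.9% to 66.5%) and for 36 of the 59 on the nuclear arms, where the median distance was 494 bp. The middle of the region lay downstream of the closest TSS, on the side of the transcribed gene, in 45 of the 59 nuclear regions (76.3%, exact 95% interval 63.4% to 86.4%). Among the 36 nuclear regions within 1 kb, 30 lay downstream (83.3%, exact 95% interval 67.2% to 93.6%), 25 of them by no more than 500 bp. The layout of genes gives more than 50% by itself. With each nuclear region moved at random by up to 5 kb, 61.0% of the positions within 1 kb of a TSS were downstream, and 6 of 1000 draws were as high as the regions themselves. The 8 regions on chrUextra have no TSS near enough for a side to have meaning. For 39 of the 59 nuclear regions the middle fell inside a listed transcript of the closest gene, and whether this part was exon, intron or UTR is not given in the list.

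**Figure D4:**
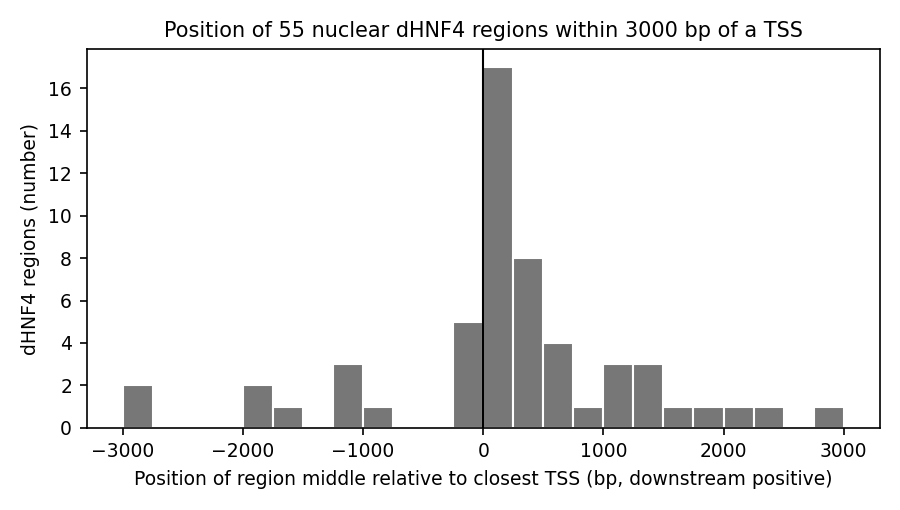
Number of nuclear dHNF4 regions by the position of their middle relative to the closest TSS, in bp with downstream positive, in classes of 250 bp. The 55 of 59 regions within 3000 bp are drawn, and 25 of them sit in the first 500 bp downstream of the TSS.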

Data analysis was performed by the Bioinformatics Core at the University of Utah School of Medicine using USeq ScanSeqs (FDR80) as well as Model-based Analysis for ChIP-seq 2.0 (MACS2) (Zhang et al., 2008) with an FDR cutoff of 1% (FDR20), identifying 68 enrichment regions. 

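Nuclear regions had from 1 to 10 genes with a TSS within 10 kb. At *Mtpalpha* on 2L, 6 genes had a TSS within 10 kb, and at *Thiolase* on 2R 7 did. At *yip2*, 10 genes were listed, and this locus also holds *CG4598*, *CG4594* and *CG4592*, which lie side by side on the same strand and are on the β-oxidation list. Their TSSs are 165, 1377 and 2850 bp from the same region (9918720 to 9918844), and the paper's RNA-seq table has log2 ratios of −2.08 for *CG4598* and −1.07 for *CG4592*. For the 8 regions on chrUextra, the closest listed gene was *mir-5613*, at 2161601 to 26823958 bp, and no gene was counted as their neighbor. A window of 5 kb in place of 10 kb left 156 genes, and 1 kb left 49.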

Nearest neighboring genes were compiled using USeq FindNeighboringGenes and UCSC dm3 EnsGenes gene tables and were compared to our RNA-seq dataset to identify proximal genes that are also misexpressed in *dHNF4* mutants, highlighting these as direct targets of dHNF4.

### Immunoblotting

Samples were homogenized in Laemmli sample buffer with protease and phosphatase inhibitor cocktails, resolved by SDS-PAGE (10% acrylamide), transferred to PVDF membrane overnight at 4˚C, and blocked with 5% BSA prior to immunoblotting. Antibodies used for western blots include rabbit anti-pAKT (Cell Signaling #4054), rabbit anti-AKT (Cell Signaling #4691), mouse anti-SDHA (Abcam 137756), rabbit anti-SDHB (a generous gift from D. Winge, generated against yeast SDH2/SDHB), mouse anti-ATP5A (Abcam 14748), and mouse anti-βTubulin (Chemicon MAB380).

### DILP2HF ELISA for measuring circulating DILP2

Transgenic lines expressing HA-FLAG tagged DILP2 (DILP2-HF) peptide were used for ELISA assays, essentially as described (Park et al., 2014). The indicated *UAS-RNAi* line or *w^1118^* controls (Figure 5D and Figure 5—figure supplement 1) were crossed to *yw; UAS-Dcr2; dilp2^1^ DILP2HF dilp2-GAL4* flies. Adult male progeny were either fed *ad libitum* (Figure 5—figure supplement 1) or fasted overnight and then re-fed the 15% sugar diet for 45 min prior to analysis (Figure 5D). The posterior end of the abdomen was removed using micro-dissection scissors and placed in 60 µl of PBS, using 10 males per biological replicate. Tubes were vortexed for 20 min, after which 50 μl of supernatant was collected in a fresh tube. Samples were homogenized in 600 μl of PBS, 1% Triton X-100. HA-FLAG peptide standards from 0, 20, 40 80, 160, 320 and 640 pg/ml were generated for a linear standard curve. 50 μl of circulating DILP2HF, total DILP2HF, or peptide standards were added to 50 μl of anti-HA-peroxidase (5 ng/ml, Roche 3F10) in PBS (with or without 1% Triton X-100) and then pipetted into a 96-well ELISA plate (Thermo Scientific MaxiSorp Immulon 4 HBX, Cat# 3855) coated with mouse anti-FLAG antibody (Sigma F1804, M2 monoclonal). Samples were incubated at 4˚C overnight and washed 6 times with PBS, 0.2% Tween-20. 100 μl of 1-Step Ultra TMB ELISA Substrate (Thermo Scientific 34029) was added to the plate and incubated at room temperature for 30 min. 100 μl of 2M sulfuric acid was added to stop the reaction and the absorbance was measured immediately at 450 nm. Circulating DILP2HF (pg/fly) versus total remaining peptide was calculated to determine the percent secretion relative to controls (n≥4 biological replicates per condition).

### Clonal analysis

Virgin female flies (*yw,hsFLP,UAS-GFP; tub-GAL80,FRT^40A^;tub-GAL4)* were crossed to *w;HNF4^∆33^/CyO twi>GFP* males for MARCM analysis. Flies were reared on the 3% sugar diet and heat treated at 37°C for one hour as pharate adults, and again as newly-eclosed adults. Adults were maintained on the 15% sugar diet for 8–10 days prior to analysis.

### Tetramethylrhodamine ethyl ester (TMRE) staining

Adult flies were dissected in room temperature Schneider’s medium (ThermoFisher 21720024) with microdissection scissors to separate the abdomen from the thorax. The intestine was removed and the abdominal cavity was cut open to allow maximal contact of fat body with the TMRE solution (ThermoFisher T669). Dissected abdomens were placed in freshly-prepared solution of 20 nM TMRE in Schneider’s medium and incubated in the dark for 5–7 min. Samples were then washed briefly twice in Schneider’s medium, mounted on glass slides in fresh Schneider’s medium, and immediately imaged on an Olympus FV1000 confocal microscope with a 60x water objective.

### Dihydroethidium (DHE) staining

DHE staining was performed as previously described (Owusu-Ansah and Banerjee, 2009). Briefly, adult abdomens were dissected as described for TMRE staining, but instead placed in freshly prepared 30 μM DHE (ThermoFisher D11347) in Schneider’s medium and incubated in the dark for 5–7 min. Samples were washed rapidly three times with Schneider’s medium, followed by fixation in 4% formaldehyde in 1xPBS for seven minutes. Samples were then washed twice in 1xPBS, mounted in SlowFade Gold (ThermoFisher S36936), and imaged on an Olympus FV1000 confocal microscope with a 20X objective.

### Statistics

GraphPad PRISM 6 software was used to plot data and perform statistical analysis. Pairwise comparison *P* values were calculated using a two-tailed Student’s *t*-test, multiple comparison *P* values were calculated using one-way ANOVA with Šídák multiple test correction (except Figure 4B,C which included Dunnett’s correction). Error bars are ± 1xSEM unless otherwise noted. Box plots display the full range of data (error bars), the 25–75^th^ quartiles (box), and the median (midline).

## Additional files

Supplementary file 1. List of genes identified by RNA-seq that display differential abundance between *dHNF4* mutant adult males and matched controls, meeting an FDR cutoff of 20 (1%) and Log2 ratio of ± 0.6 (>1.5 fold change). Transcripts that show reduced abundance in *dHNF4* mutants are marked in beige, while those with increased abundance are colored blue. **DOI:** http://dx.doi.org/10.7554/eLife.11183.019

Supplementary file 2. List of the gene ontology categories (determined using GOstat) represented in the top 500 down-regulated and 500 up-regulated genes in *dHNF4* mutant adults. The top 10-16 GO categories for each gene set are listed in order of significance along with the number of genes affected in that category, the total number of genes in that category (in parentheses), and the statistical significance of the match. **DOI:** http://dx.doi.org/10.7554/eLife.11183.020

Supplementary file 3. List of genes with transcription start sites (TSS) within 10 kb of dHNF4 enrichment peaks determined by ChIP-seq analysis, meeting an FDR 20 cutoff (1%). The chromosomal region and coordinates are indicated for each enrichment peak with neighboring genes listed below each region. Genes are listed from proximal to distal, where the distance reported represents the number of base pairs from the TSS to the middle of the enrichment peak. Gene symbols and corresponding FlyBase gene ID numbers are reported, along with chromosomal location, gene start and stop sites, strand, and TSS position. Neighboring genes also identified by RNA-seq as being either up- or down-regulated in *dHNF4* mutants are highlighted in blue and beige, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.11183.021

### Major datasets

The following datasets were generated:

Barry W, Thummel CS,2015,RNA-seq analysis of dHNF4 mutants,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73523,Publicly available at NCBI Gene Expression Omnibus (accession no: GSE73523)

Barry W, Thummel CS,2015,ChIP-seq analysis of dHNF4,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73675,Publicly available at NCBI Gene Expression Omnibus (accession no: GSE73675)

Thummel CS, Barry WE,2015,Data from: Drosophila HNF4 promotes glucose-stimulated insulin secretion and increased mitochondrial function in adults,http://dx.doi.org/10.5061/dryad.8h8q5,Available at Dryad Digital Repository under a CC0 Public Domain Dedication

**Reporting standards:** Standard used to collect data: Data was uploaded to the NCBI Gene Expression Omnibus website according to their specifications and guidelines.

# Supplementary material for: The Drosophila HNF4 nuclear receptor promotes glucose-stimulated insulin secretion and mitochondrial function in adults
**Source:** eLife. 2016 May 17;5:e11183. doi: 10.7554/eLife.11183
**Supplement:** Supplementary file 2. — The top 10-16 GO categories for each gene set are listed in order of significance along with the number of genes affected in that category, the total number of genes in that category (in parentheses), and the statistical significance of the match. DOI: http://dx.doi.org/10.7554/eLife.11183.020

**Supplementary Table 2. Top gene ontology categories for the 500 most down- and up-regulated genes in *dHNF4* mutant adults**

**Down-regulated genes (top 500) GO:0016491**

| **GO category** | **Number of genes (total)** | **P value** |
| --- | --- | --- |
| Oxidoreductase activity | 71 (541) | 3.1e-41 |
| Monocarboxylic acid metabolic process | 17 (53) | 6.7e-11 |
| Fatty acid metabolic process | 14 (35) | 2.1e-10 |
| Electron carrier activity | 21 (166) | 4.4e-10 |
| Hydrolase activity | 89 (1550) | 5.2e-09 |
| Developmental process | 20 (2243) | 1.0e-08 |
| Carboxylesterase activity | 21 (122) | 1.4e-08 |
| Lipid metabolic process | 21 (125) | 1.9e-08 |
| Oxidoreductase activity acting on CH-OH donors, NAD or NADP acceptor | 17 (79) | 1.9e-08 |
| Triacylglycerol lipase activity | 12 (37) | 5.3e-08 |
| Biopolymer metabolic process | 10 (1657) | 6.7e-08 |
| Vitamin binding | 9 (18) | 6.7e-08 |
| Fatty acid oxidation | 6 (6) | 6.7e-08 |
| Oxidoreductase activity acting on CH-OH donors | 19 (112) | 7.3e-08 |
| Cellular component organization and biogenesis | 17 (1962) | 7.8e-08 |
| Lipase activity | 16 (78) | 7.8e-08 |

**Up-regulated genes (top 500)**

| **GO category** | **Number of genes (total)** | **P value** |
| --- | --- | --- |
| Immune system process | 34 (202) | 5.5e-31 |
| Multi-organism process | 33 (212) | 4.9e-27 |
| Response to other organism | 32 (131) | 2.5e-19 |
| Response to biotic stimulus | 32 (134) | 4.0e-19 |
| Response to bacterium | 24 (71) | 5.4e-18 |
| Immune response | 32 (147) | 5.5e-18 |
| Antimicrobial humoral response | 26 (89) | 6.5e-18 |
| Defense response | 32 (164) | 1.4e-16 |
| Humoral immune response | 26 (102) | 2.3e-16 |
| Response to stimulus | 70 (982) | 2.8e-16 |

Determined using GOstat: <http://gostat.wehi.edu.au/cgi-bin/goStat.pl>

How the deposited data were processed for this re-analysis (not part of the article)

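Chromatin from *w1118* adult flies was immunoprecipitated for dHNF4 in 4 samples, with 4 matching input controls. The authors aligned the reads to dm3, called enrichment regions with MACS2 at an FDR of 1%, also using USeq ScanSeqs, and listed the genes of the UCSC dm3 EnsGenes table with a TSS within 10 kb of each region using USeq FindNeighboringGenes. MACS2 and dm3 are also named in the submitters' processing notes. The aligner, the version of MACS2 and whether reads were pooled before calling are not given in the sources used here. The deposited values are base positions and distances in bp, in 1 list for the whole series, with no count, score or signal for any sample. Depth per sample is therefore unknown, and the number of regions is the only limit on precision that could be given.

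The list was read with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Regions and gene entries were separated, the distance and the side of each TSS were recomputed from the coordinates and strand, and all 541 recomputed distances were within 1 bp of those listed. A gene was counted once, by FlyBase identifier, at its nearest TSS. Genes over 10 kb from a region were left out, which removed *mir-5613*, listed beside the regions of chrUextra. Supplementary file 1 was used for look-ups only, by FlyBase identifier, since part of its genes was not at hand (718 of the paper's 726 reduced and 572 of its 644 increased genes were), and no overlap or enrichment was tested on it.

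Shares of regions were given with exact Clopper-Pearson 95% intervals. The side of the TSS was tested with an exact binomial test against 0.5, gene lists with Fisher's exact test and Benjamini-Hochberg adjustment over the lists, and correlations with 100000 permutations. All tests were two-sided with a threshold of 0.05. The binomial test over all 68 regions (45 downstream, p = 0.010) is not used as evidence, because 8 of them, on chrUextra, have their closest listed TSS over 2 Mb away and because gene layout alone gives more than 0.5. The list tests are not used as evidence either, because the lists were written with the regions in view. The 9 gene lists were fatty acid β-oxidation, fatty acid uptake, activation and storage, TCA cycle, nuclear OXPHOS and electron transfer flavoprotein, glucose metabolism, insulin signaling, ROS scavenging, innate immune effectors and the mitochondrial genome. The last was tested only for closest against further neighbors (1 of 55 against 21 of 227), because 9 of its 22 neighbors matched the gene table. The TCA cycle list was written with 25 names, which are those of 23 genes, since *l(1)G0255* and *CG4094* are names of 1 gene, as are *SdhA* and *Scs-fp*. Names with no unique match were left out of the shares, namely *ATPsyn-beta* and *ATPsyn-b* of the 27 OXPHOS names, *Pepck* and *Ald* of the 26 glucose metabolism names and *Dpt* of the 26 immune names. The genes named in the text are those the paper names for its ChIP-seq data or shows in Figure 3—figure supplement 3, the closest genes of the 10 widest regions and of the 10 regions nearest to a TSS, list members within 10 kb of a region, and the closest genes of loci with more than 1 region. This rule, the lists, the tests and most other settings tried were fixed before the data were examined, but after Supplementary file 3, the paper's table of these regions, had been read. After first results, synonyms with several matches in the gene table were resolved by chromosome, which matched *Sod*, and the symbol match was added to the count of regions without a reduced neighbor. Settings tried were other windows, the closest gene only, leaving out chrUextra, the mitochondrial region or regions under 150 bp, and matching by symbol. Other genes were named after their values were seen.

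Current gene names and the set of annotated genes came from a RefSeq table of Release 6 (17607 genes on the chromosomes that hold regions), matched by symbol, locus tag or synonym. No coordinate of that assembly was used. The calculations were tested on simulated data. Of 10000 simulated lists of 16 genes with no preference for the closest gene, 501 were called at 0.05, and 9928 of 10000 lists with a planted preference were called. No comparison of dHNF4-IP with input samples, replicate check or motif search was made, because the list holds no values per sample and no genome sequence was used here.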

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

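The values in this part were picked out after the list had been read, because most of them concern regions that the paper does not discuss. The authors listed all of these regions as enriched.

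On chrUextra, a set of unplaced scaffolds of dm3, 8 regions were listed, 106 to 510 bp wide, and the region from 27346788 to 27347298 was the third widest of all. No gene lies within 10 kb of them in the annotation used. Of the 59 regions on the nuclear arms, 25 had no neighbor that was reduced in the part of the paper's RNA-seq table at hand. They include 2 at *whd*, which the paper shows among its targets and which a mark in the list records as reduced by northern blot. The others have *cbt*, *ush* and *Lpin* among their closest genes, and also *daw*, *Atet*, *AGO2* and *disco-r*, which are named after their values were seen.

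A region on 3R (4765507 to 4765669) lies 1125 bp downstream of the TSS of *skap*, inside the gene for a beta subunit of succinyl-CoA synthetase. A region of 114 bp on 3L (11106562 to 11106676) lies 220 bp downstream of the TSS of *Sod*, the superoxide dismutase gene now named *Sod1*. Neither gene is in the part of the paper's RNA-seq table at hand, and the paper reports that transcripts of ROS-scavenging enzymes, SOD among them, were not detectably affected in mutants.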

How the results depend on the processing

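The tests with 1 gene per locus, without the 2 regions furthest from a TSS, and with 3 settings for lists among annotated genes were chosen after the result was seen. No paired analysis was possible because the list holds 1 set of regions for all samples and no value per replicate, and for the same reason no replicate could be left out in turn. Of 42 alternatives run, 31 left the result on its side of the threshold or, for counts, within 1.5 times, 9 moved a count or share and 2 reversed a direction. Both were of Pearson's r for width against distance, 0.065 over 68 regions, which was −0.034 with log10 of the distance and, from 0.22 over the nuclear regions, −0.23 without the 2 furthest. None of these passed the threshold, and Spearman's rho stayed negative. The 31 include settings that could not move a result. Taking log10 of the distance leaves ranks, and so Spearman's rho, unchanged, and no region had tied closest genes on opposite strands. The closest TSS was within 2 kb for 75.0% of regions, against 54.4% within 1 kb. The 282 neighboring genes became 156 within 5 kb, 49 within 1 kb and 55 with the closest gene only. The 40 reduced neighbors became 23 within 1 kb. The 16 increased neighbors became 7 within 5 kb, 1 within 1 kb, 0 with the closest gene only and 5 at 2-fold or more. All these follow from the narrower or wider window or the higher threshold itself. The list results that follow are not evidence, since the lists were written after the regions had been read, and no setting changes that. For β-oxidation genes, closest against further neighbors, the odds ratio was 23.1 and ranged from 7.54 (1 gene per locus) to 49.8 (wider lipid list). With the closest gene redrawn among the neighbors of each region, 14 regions had a β-oxidation gene closest against 3.44 expected. The share of regions downstream of the closest TSS rose from 66.2% to 76.3% without chrUextra and the mitochondrial region. Among annotated genes, 4 of 8 lists passed the threshold, 4 with a protein-coding background or the closest gene only and 3 within 1 kb, where the TCA cycle list no longer did. That list did not pass for closest against further genes either (2 of 55 against 1 of 227, adjusted p = 0.18 by Fisher's exact test). Another 5 settings were not run: a stricter threshold (the list holds no score), distances around the circular mitochondrial genome for 2 results (its length in dm3 is not given in the sources used here) and 2 settings of the motif search (no genome sequence was used). Read depth is unknown, so how many weaker regions it hides cannot be said.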

Differences from the paper's values

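No test in this part was chosen after the result was seen. The number of regions, 68, equals the paper's. The paper's criteria gave 40 genes with a TSS within 10 kb and reduced transcripts, and 42 when symbols were also matched, fewer than the count in the paper's text. Of these, 36 were nuclear by identifier and 37 with symbols, against the paper's 37, but the genes are not the same. Of the 37 nuclear genes counted in Figure 3—figure supplement 3, 34 were both within 10 kb and reduced. Within 1 kb the nuclear count was 23. Part of the paper's RNA-seq table was not at hand, so these counts are lower limits for the list.

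The paper names *Scsalpha* among the genes with proximal binding and reduced transcripts. No region of the list analysed here had its TSS within 10 kb. The other 4 nuclear genes it names in the same sentence did, *ETFB* at 32 bp, *ETF-QO* at 159 bp, *dSdhaf4* at 1621 bp and *CG5599* at 8133 bp, where *Lsd-2* was the closest gene at 1802 bp.

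The paper places 9 mtDNA genes among its targets in Figure 3—figure supplement 3. Of these, 4 (*mt:lrRNA*, *mt:ND1*, *mt:ND4* and *mt:ND5*) were listed within 10 kb of the mitochondrial region, and *mt:CoI*, *mt:CoII*, *mt:CoIII*, *mt:ATPase6* and *mt:ND2* were not, on the linear scale of the list. The names counted in that figure come to 46, of which 40 had a TSS within 10 kb of a region and 37 were also reduced in the part of the RNA-seq table at hand. The other 3, *whd*, *mt:ND5* and *CG42366*, were not found there. A mark in the list says that *whd* was shown to be reduced by northern blot, and the paper reports the same for *mt:ND5*.

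*CG7227*, *CG30005* and *CG30339* met both criteria, at 2404, 1298 and 3093 bp with the paper's log2 ratios of −1.04, −0.78 and −0.93, and do not appear in the figure. *mt:Cyt-b* and *mt:ND6* also met them, and the paper sets these aside as false positives.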

Other observations

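The tests on β-oxidation genes below were chosen after the result was seen, and the test that moved the regions was set before its result was known. Genes outside the naming rule were chosen after their values were seen.

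Some genes outside fatty acid oxidation also had a region, and whether their functions are more frequent than by chance was not tested. *Ppcs*, which encodes an enzyme of coenzyme A synthesis, had a region of 271 bp centered 135 bp into the gene (paper's log2 ratio −0.83), and *att-ORFA*, now named *DPCoAC* for its dephospho-CoA carrier, had a region of 278 bp at 745 bp. *CG32103*, now named *SCaMC* for a calcium-dependent mitochondrial carrier, had a region 68 bp upstream of its TSS. At *CG30000* and *CG30005*, the glutathione transferase genes now named *GstT1* and *GstT2*, a region lay 4 bp and 1298 bp from the TSSs, with the paper's log2 ratios of −0.85 and −0.78. Regions were also closest to the transcription factor genes *cbt*, *ush*, *disco-r* and *Trl*, none of which is in the part of the RNA-seq table at hand.

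In the part of the RNA-seq table at hand, which lacks some of the paper's increased genes, 0 of 54 closest and 13 of 206 further nuclear genes were increased, a difference that was not tested. Beside the region at *CG6178* lie the p38 kinase genes *Mpk2* and *p38c*, at 411 and 2509 bp on its upstream side. The paper's log2 ratios are 0.62 for *Mpk2* and 2.04 for *p38c*, against −1.62 for *CG6178*.

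β-oxidation genes made up 16 of the neighbors. If promoters of strongly transcribed genes were enriched whatever they encode, genes of cytoplasmic ribosomal proteins would be near regions at a similar rate. Of 90 such genes, 1 had a TSS within 10 kb of a region (1.11%, exact 95% interval 0.028% to 6.04%), below the 35.7% to 73.6% interval of the 29 β-oxidation genes. The β-oxidation list was written with the regions in view, so this gap does not decide the question. By itself, the ribosomal share shows only that those genes were not generally near regions. The β-oxidation neighbors lay at 12 loci, of which 10 held 1 such gene and the locus of *yip2* held 4, so adjacent copies do not account for the count. The antibody has no control in flies without dHNF4 here, the list was written after the regions had been read, and no biological explanation was tested, since all flies were of 1 condition.

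Nuclear regions within 1 kb of a TSS lay downstream of it in 30 of 36 cases (83.3%, exact 95% interval 67.2% to 93.6%). A candidate explanation is the layout of genes at these loci, where the sequence beside a TSS that has no closer TSS may more often be gene body. With each region moved at random by up to 5 kb along its locus, 61.0% of the positions within 1 kb of a TSS were downstream, below the observed interval, and 6 of 1000 draws reached the observed share. Gene layout under this shift thus gave less asymmetry than was observed. The moved sets held on average 24.8 positions within 1 kb, against 36 regions, so the shift did not keep their closeness to a TSS. How much of the asymmetry comes from layout therefore cannot be said. A position of dHNF4 binding inside 5′ ends and signal from transcribed chromatin both stay open, since no read profile was analysed here.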
